# Gene expression of sternohyoid and diaphragm muscles in type 2 diabetic rats

**DOI:** 10.1186/1472-6823-13-43

**Published:** 2013-10-07

**Authors:** Erik van Lunteren, Michelle Moyer

## Abstract

**Background:**

Type 2 diabetes differs from type 1 diabetes in its pathogenesis. Type 1 diabetic diaphragm has altered gene expression which includes lipid and carbohydrate metabolism, ubiquitination and oxidoreductase activity. The objectives of the present study were to assess respiratory muscle gene expression changes in type 2 diabetes and to determine whether they are greater for the diaphragm than an upper airway muscle.

**Methods:**

Diaphragm and sternohyoid muscle from Zucker diabetic fatty (ZDF) rats were analyzed with Affymetrix gene expression arrays.

**Results:**

The two muscles had 97 and 102 genes, respectively, with at least ± 1.5-fold significantly changed expression with diabetes, and these were assigned to gene ontology groups based on over-representation analysis. Several significantly changed groups were common to both muscles, including lipid metabolism, carbohydrate metabolism, muscle contraction, ion transport and collagen, although the number of genes and the specific genes involved differed considerably for the two muscles. In both muscles there was a shift in metabolism gene expression from carbohydrate metabolism toward lipid metabolism, but the shift was greater and involved more genes in diabetic diaphragm than diabetic sternohyoid muscle. Groups present in only diaphragm were blood circulation and oxidoreductase activity. Groups present in only sternohyoid were immune & inflammation and response to stress & wounding, with complement genes being a prominent component.

**Conclusion:**

Type 2 diabetes-induced gene expression changes in respiratory muscles has both similarities and differences relative to previous data on type 1 diabetes gene expression. Furthermore, the diabetic alterations in gene expression differ between diaphragm and sternohyoid.

## Background

Diabetes mellitus is one of the most rapidly growing chronic diseases of our time, with human type 2 diabetes becoming more prevalent than type 1 diabetes due to factors such as physical inactivity and increased obesity. Associated with the increasing prevalence of obesity and type 2 diabetes is the growing problem of obstructive sleep apnea and its adverse cardiovascular and neuropsychiatric consequences. Upper airway respiratory muscles are critical for the maintenance of pharyngeal patency during wakefulness and sleep, and for the restoration of pharyngeal patency when obstructive apneas occur during sleep. Many studies in humans and animal models of diabetes have confirmed reduced strength and endurance in respiratory and other skeletal muscles, [1-3] which reduces exercise performance and increases dyspnea [4-6]. Interestingly, upper airway muscle contractile properties are affected less than those of the diaphragm by type 1 diabetes, [3,7] although comparable data in type 2 diabetes are lacking.

Several cellular mechanisms underlying limb muscle adverse contractile changes have been identified from biochemical and electrophysiological studies in animal models of diabetes [8-11]. With respect to respiratory muscles, in type 1 diabetic diaphragm the expression of metabolism genes shifted by a small decrease in lipid metabolism gene expression and a large increase in carbohydrate metabolism gene expression; in addition there was increased expression of protein ubiquitination genes (a mechanism of protein breakdown), and increased expression of oxidoreductase genes (indicative of oxidative stress) [12]. It is unclear if type 2 diabetes affects gene expression of the respiratory muscles in the same manner as type 1 diabetes. Furthermore, it is unknown whether upper airway muscles are affected by diabetes in a similar manner as the diaphragm. However it is known from gene expression studies that compared with the diaphragm, the sternohyoid muscle has higher expression of carbohydrate metabolism genes, as well as lower expression of lipid metabolism genes, especially those involved directly in fatty acid β oxidation and biosynthesis in the mitochondria [13]. The hypothesis of the present study is that type 2 diabetes produces substantial changes in gene expression of the upper airway muscles, which furthermore differs both qualitatively and quantitatively from those of the diaphragm.

## Methods

All studies were approved by the institutional animal care and use committee and conformed with NIH guidelines for animal care. Studies were performed on 11 male Zucker Diabetic Fatty (ZDF) rats, an animal model of obesity and type 2 diabetes, obtained from Charles River Laboratories (Wilmington, MA). All animals had free access to food and water. Obese *(fa/fa)* animals (n=5) were fed Purina diet #5008, which induces development of type 2 diabetes between 8 and 12 weeks of age (Corsetti et al. 2000). Lean (+/?) littermates (n=6) were fed normal rodent chow. At an age of eighteen weeks, all animals were well-anesthetized with a mixture of intraperitoneal ketamine, xylazine and acepromazine following an all-night fast. Blood obtained from the tail was analyzed for glucose using a glucometer (Lifescan, Milpitas, CA). The entire sternohyoid and costal diaphragm muscles were removed surgically, placed in RNAlater, and stored at -80°C. At the time of muscle removal, fasting blood glucose values were 58 ± 7 mg/dl (range 36–77) for the normal animals, and 183 ± 60 mg/dl (range 133–275) for the obese ZDF animals (P < 0.001 by unpaired t test). The obese animals had a final weight that was heavier than the lean animals (424 ± 28 vs 348 ± 5 grams, for obese and lean, respectively, P < 0.02). Animals were not treated with insulin or oral hypoglycemics because the purpose of the study was to determine the effects of diabetes on gene expression rather than the extent to which treatment of diabetes would attenuate the changes.

Gene expression array studies were performed in a manner similar to that described previously [14-16]. Total RNA was extracted using Trizol (GibcoBRL, Rockville, MD), and the RNA pellets were resuspended at 1 μg RNA/μl DEPC-treated water. This was followed by a cleanup protocol with a Qiagen (Valencia, CA) RNeasy Total RNA mini kit. Total RNA was prepared using Affymetrix (Santa Clara, CA) microarrays, according to the directions from the manufacturer. Briefly, 8 μg of RNA was used in a reverse transcription reaction (SuperScript II; Life Technologies, Rockville, MD) to generate first strand cDNA. After second strand synthesis, double strand cDNA was used in an *in vitro* transcription reaction to generate biotinylated cRNA, which was purified and fragmented. Next, 15 μg of biotin-labeled cRNA was used in a 300 μl hybridization cocktail which included spiked transcript controls. 200 μl of cocktail was loaded onto Affymetrix RAE 230A microarrays (Santa Clara, CA) and hybridized for 16 hr at 45°C with agitation. Standard post-hybridization washes and double-stain protocols used an Affymetrix GeneChip Fluidics Station 400. Arrays were scanned using a Hewlett Packard Gene Array scanner, and analyzed with Affymetrix GCOS software. The data have been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=jjgprsaqewuayxo&acc=GSE21791) and assigned Series accession number GSE21791.

Statistical analysis was done with Bayesian analysis of variance for microarrays (BAM), using BAMarray software (http://www.bamarray.com) [17]. BAM balances the number of false detections against false non-detections by means of a special type of inferential regularization (i.e. borrowing strength across the data). Genes were further selected as significant based on consistent and appropriate present and absent calls in all samples per Affymetrix software. Subsequently signals were averaged for muscle from the lean and obese animals, and fold changes were calculated based on average values from each group. Analysis focused on genes whose expression changed at least ±1.5 fold in obese compared with lean muscle. To assign biological meaning to the group of genes with changed expression, the subset of genes which met the above criteria was further analyzed with the Gene Ontology (GO) classification system, using DAVID software (http://david.abcc.ncifcrf.gov/) [18]. Over-representation of genes with altered expression within specific GO categories was determined using the one-tailed Fisher exact probability modified by the addition of a jackknifing procedure, which penalizes the significance of categories with very few (eg. one or two) genes and favors more robust categories with larger numbers of genes [19].

Real-time PCR (RT-PCR) was used to confirm changes in gene expression as described previously [14-16]. Testing was done using the same tissue that had been used for gene expression arrays, and was performed on genes which were chosen from the main, statistically over-represented, GO groupings based on biological interest. An Applied Biosystems ABI 7900HT unit with automation attachment (Foster City, CA) was used for real-time PCR. This unit is capable of collecting spectral data at multiple points during a PCR run. To execute the first step and make archive cDNA, 3 μg of total RNA were reverse transcribed in a 100 μl reaction using Applied Biosystems enzymes and reagents in accordance with the manufacturer’s protocols. RNA samples were accurately quantitated using a Nanodrop Technologies ND-1000 spectrophotometer (Wilmington, DE). 

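On the arrays, the control probe set of beta-actin gave signals of 7023 ± 1873 in the diabetic and 7287 ± 1175 in the normal diaphragm (exact permutation p = 0.78, two-sided). In the sternohyoid they were 2406 ± 711 and 2988 ± 539 (exact permutation p = 0.15), each as mean ± SD over 5 diabetic and 6 normal rats. Neither difference passed the exact test after adjustment over the 20 array measures compared (adjusted p = 0.87 and 0.42).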

Equal amounts of total RNA were reverse transcribed and then used in PCR amplifications. β-Actin had very little variation in expression across the sample set and therefore was chosen as the endogenous control. Since many of the target genes of interest were signaling molecules and likely to be expressed at low levels, we opted for a low dilution factor so as to create an environment more conducive to obtaining reliable results. The cDNA reaction from above was diluted by a factor of 10. For the PCR step, 9 μl of this diluted cDNA were used for each of three replicate 15 μl-reactions carried out in a 384 well plate. Standard PCR conditions were used for the Applied Biosystems assays: 50°C for 2 min, followed by 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec alternating with 60°C for 1 min each. rtPCR analysis was similar to our previous studies^14-16^. Values for RNA abundance were normalized for each gene with respect to the endogenous control in that sample (β-Actin), mean values for fold changes were calculated for each gene, and statistical testing was performed with the unpaired t-test (two-tailed).

## Results

There were 54 genes with significantly increased expression and 43 genes with significantly reduced expression in diabetic compared with normal diaphragm, using the cut-off of at least a ± 1.5-fold changed expression in addition to consistent present calls by Affymetrix software and statistical significance by BAM. 

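The experiment measured RNA in muscles of 11 male Zucker diabetic fatty rats aged 18 weeks, 6 lean rats called normal and 5 obese rats called diabetic. From each rat came the diaphragm, the main inspiratory muscle, and the sternohyoid, an upper airway muscle, which gave 22 arrays with 1 array per muscle and rat. Biotin-labelled cRNA was hybridized to Affymetrix RAE 230A arrays, and the authors used GCOS to combine the probe pairs of each probe set into 1 linear signal intensity, scaled per array to a common mean. The median signal, with control probe sets left out, was 167 to 176 (median 168) on the normal diaphragm arrays and 161 to 201 (median 175) on the diabetic diaphragm arrays. It was 145 to 159 (median 149.8) on the normal and 139.5 to 155 (median 143) on the diabetic sternohyoid arrays. The number of arrays limits the precision of every value. On the array, 12789 probe sets carried a single gene symbol in the annotation used here, and the brightest probe set of a gene stood for that gene. Probe sets with no single symbol were kept as features of their own and are counted among the genes. Within each muscle, a gene was tested where at least 5 of the 11 arrays lay at or above the median signal of the array, which left 7208 genes in the diaphragm and 7191 in the sternohyoid. Diabetic and normal rats were compared on log2 signals with limma, with a trend of the variance with intensity, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are ratios of group mean signals and carry a minus sign where diabetic rats were lower, as in the paper's tables. The authors' test, BAM, and the Affymetrix present calls were not used here. Listed genes below the signal limit were tested by a two-sided exact permutation test on log2 signals, whose smallest p is 0.0022 over the 462 splits of 11 arrays. Where other settings of the processing ended a gene's call, their number follows its adjusted p. Signals are given as mean ± SD, with n = 5 diabetic and n = 6 normal rats in each muscle.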

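In the diabetic diaphragm, 71 genes rose and 120 fell, and 50 and 54 of them changed at least 1.5-fold. Among the largest rises was Ankrd1, an ankyrin repeat protein of the sarcomere that responds to muscle stress, with signals of 1578 ± 1063 in diabetic and 140.5 ± 49.1 in normal rats and a log2 fold change of 3.11 (standard error 0.50, adjusted p = 0.0053). Pik3c2g (fold change 4.13, adjusted p = 0.00052), a lipid kinase, Mt2A (fold change 4.87, adjusted p = 0.017, lost in 1 of 22 settings), a metal-binding metallothionein, Rrad (fold change 3.43, adjusted p = 0.012, lost in 1 of 22 settings), a small GTPase, and Bex1 (fold change 3.49, adjusted p = 0.0015, lost in 1 of 22 settings) also rose. In Mt2A and Bex1 a single diabetic array, array 3, lay far above the others, at 5445 against 799 to 1925 and at 2259 against 824 to 908. The largest falls among genes with a single symbol were those of Myh4, the myosin heavy chain of type 2B fast fibres, Nmrk2 (fold change -2.94, adjusted p = 0.0047), a kinase of NAD synthesis from nicotinamide riboside, and Prkcz (fold change -2.87, adjusted p = 0.021, lost in 4 of 21 settings), a protein kinase C. The signal of Myh4 was 1640.1 ± 991 in diabetic and 5954 ± 2449 in normal rats, a log2 fold change of -1.97 (standard error 0.38, adjusted p = 0.016). All 5 diabetic arrays lay above, or all below, the 6 normal arrays in 150 of the 191 genes, and in 276 of all genes tested, or 3.83%, where chance gives 0.433%. The count was 75 when 1 spread per gene was estimated over all 22 arrays and 114 with no trend of the variance, and between 88 and 121 when any of the 6 normal arrays was left out.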

Using the same criteria, there were 50 genes with significantly increased expression and 52 genes with significantly reduced expression in diabetic compared to normal sternohyoid. 

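In the diabetic sternohyoid, 15 genes rose and 12 fell, and 14 and 11 of them changed at least 1.5-fold. Mybph, a myosin binding protein, showed the largest rise among named genes. Lgals3 (fold change 2.07, adjusted p = 0.0019), the galectin-3 of macrophages, Gstm5 (fold change 2.03, adjusted p = 0.00054), a glutathione transferase, and Kcnma1 (fold change 1.64, adjusted p = 0.048, lost in 16 of 22 settings), a potassium channel, rose as well, with 529 on normal array 6 and 680.1 to 749 on the other normal arrays for Kcnma1. The signal of Lgals3 was 1016 ± 128 in diabetic and 489.8 ± 79.5 in normal rats. The largest fall was that of Tbc1d1, a regulator of glucose transporter traffic, with signals of 195 ± 70.9 in diabetic and 453 ± 82.6 in normal rats and a log2 fold change of -1.26 (standard error 0.21, adjusted p = 0.020), lost in 3 of 23 settings. Aspa (fold change -2.10, adjusted p = 0.017, lost in 1 of 16 settings), an enzyme that cleaves N-acetylaspartate, and Prkaa2 (fold change -1.46, adjusted p = 0.033, lost in 13 of 23 settings), a catalytic subunit of AMP-activated protein kinase, fell too. Of the 27 genes, 26 had all diabetic arrays on 1 side of all normal arrays, as had 187 of all genes tested, or 2.60%, where chance gives 0.433%. The number of genes depended on single arrays and on the estimate of the spread. It was 6, 5, 16, 11 and 8 without normal array 1, 2, 4, 5 or 6, 43 and 16 without diabetic array 3 or 5, and 7 without normal arrays 1 and 2, a setting chosen after seeing the data because these arrays correlated less with the rest. Without normal array 1, 2 or both, no fall was called by limma, with 906, 884 and 798 genes at an unadjusted p under 0.05 in either direction. With 1 spread over all 22 arrays it was 162, 70 of them higher and 92 lower, more than the 75 of the diaphragm under that setting, so that the order of the muscles by number of genes was turned.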

A complete list of these genes, including mean fold change values for each gene, is provided in Additional file 1 (for online publication only). 

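The genes that the study lists were looked up one by one. Of the 97 listed for the diaphragm, 91 had a probe set of their own in the annotation used here and 75 passed the signal limit. All 75 lay in the listed direction, 51 were called, 26 of them higher and 25 lower, and 74 had an unadjusted p under 0.05 from limma. Of the 102 listed for the sternohyoid, 89 had a probe set of their own and 75 were tested, and again all 75 lay in the listed direction. There 19 were called, 10 higher and 9 lower, and 74 had an unadjusted p under 0.05. Chrnd, Decr1, Gstm5 and Mybph were called higher in both muscles. The ratio of mean signals lay within 0.1 of the listed fold in 70 and 69 of the 75 genes. Because the study chose these genes on the same arrays, their direction here is not independent evidence. Myl6b, Impdh2 and Plp2 are among the genes with no probe set assigned to them alone.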

Classification of genes by Gene Ontology (GO) groups and statistical testing of over-representation among GO groups was done separately for each muscle for the genes with significantly changed expression.

Among the genes with at least 1.5-fold changed expression in diabetic diaphragm, assignment to GO groups was possible for 55 using the biological function classification, 61 using the molecular function classification, and 69 using the cellular constituent classification. In the diabetic sternohyoid, assignment to GO groups was possible for 66 using the biological function classification, 45 using the molecular function classification, and 58 using the cellular constituent classification. The GO terms with over-representation among these genes in the diaphragm and sternohyoid are indicated in Table 1.

**Table 1:** Statistically significant over-represented Gene Ontology (GO) terms to which genes with changed expression in diaphragm and sternohyoid of diabetic animals were assigned

***DIAPHRAGM***			
***GO classification***	***GO group***	***# genes***	***P value***
***Biological process***			
	Transport	27	0.000089
	Establishment of localization	27	0.00020
	Monocarboxylic acid metabolic process	8	0.00035
	Localization	29	0.00050
	Monosaccharide biosynthetic process	4	0.00067
	Alcohol biosynthetic process	4	0.00071
	Ion transport	12	0.0015
	Alcohol metabolic process	8	0.0018
	Hexose metabolic process	6	0.0036
	Monosaccharide metabolic process	6	0.0037
	Carboxylic acid metabolic process	9	0.0069
	Inorganic anion transport	5	0.0072
	Organic acid metabolic process	9	0.0073
	Regulation of ion transport	3	0.014
	Striated muscle contraction	3	0.014
	Anion transport	5	0.015
	Carbohydrate biosynthetic process	4	0.016
	Blood circulation	5	0.016
	Circulatory system process	5	0.017
	Regulation of biological process	28	0.018
	Lipid metabolic process	9	0.019
	Heart development	4	0.022
	Cardiac muscle development	2	0.027
	Cellular carbohydrate metabolic process	6	0.034
	Peptide transport	3	0.036
	Carbohydrate metabolic process	7	0.040
	Circadian rhythm	3	0.040
	Multicellular organismal development	18	0.042
	Regulation of multicellular organismal process	6	0.044
	Developmental process	23	0.045
	Regulation of transport	4	0.046
	Regulation of the force of heart contraction	2	0.047
	Long-chain fatty acid transport	2	0.048
***Cellular constituent***			
	Cytoplasm	42	0.0000080
	Cytoplasmic part	30	0.0014
	Fibrillar collagen	3	0.0015
	Sarcoplasmic reticulum	3	0.0047
	Intracellular part	50	0.0048
	Sarcoplasm	3	0.0065
	Sarcomere	4	0.0066
	Endosome	5	0.0066
	Plasma membrane	20	0.0072
	Endoplasmic reticulum	10	0.0097
	Myofibril	4	0.010
	Contractile fiber part	4	0.010
	Intracellular	52	0.011
	Collagen type I	2	0.013
	Contractile fiber	4	0.014
	Collagen	3	0.018
	Smooth endoplasmic reticulum	2	0.032
	Cell part	71	0.039
	Cell	71	0.039
***Molecular function***			
	Protein binding	39	0.0034
	Substrate specific channel activity	6	0.018
	Calcium ion binding	9	0.024
	Structural constituent of bone	2	0.026
	Passive transmembrane transporter activity	6	0.030
	Transporter activity	13	0.031
	Channel activity	6	0.031
	Auxiliary transport protein activity	3	0.032
	Substrate-specific transporter activity	11	0.033
	Oxidoreductase activity	10	0.035
	Binding	58	0.039
	Transmembrane transporter activity	10	0.044
***STERNOHYOID***			
***GO classification***	***GO group***	***# genes***	***P value***
***Biological process***			
	Regulation of multicellular organismal process	12	0.0000012
	Humoral immune response	6	0.0000075
	Complement activation	5	0.000014
	Activation of plasma proteins during acute inflammatory response	5	0.000016
	Acute inflammatory response	6	0.000027
	Regulation of immune response	6	0.000027
	Regulation of immune system process	6	0.000036
	Activation of immune response	5	0.000070
	Immune effector process	6	0.000076
	Response to stress	17	0.000096
	Monocarboxylic acid metabolic process	9	0.00010
	Positive regulation of immune response	5	0.00013
	Positive regulation of immune system process	5	0.00016
	Carboxylic acid metabolic process	12	0.00021
	Innate immune response	5	0.00025
	Organic acid metabolic process	12	0.00078
	Positive regulation of multicellular organismal process	5	0.00091
	Long-chain fatty acid transport	3	0.0012
	Muscle contraction	6	0.0015
	Muscle system process	6	0.0017
	Fatty acid transport	3	0.0021
	Regulation of muscle contraction	4	0.0022
	Response to hormone stimulus	6	0.0028
	Fatty acid metabolic process	6	0.0030
	B cell mediated immunity	4	0.0032
	Immune response	9	0.0033
	Anion transport	6	0.0037
	Lymphocyte mediated immunity	4	0.0048
	Adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains	4	0.0057
	Adaptive immune response	4	0.0062
	Humoral immune response mediated by circulating immunoglobulin	3	0.0064
	Complement activation-classical pathway	3	0.0064
	Defense response	8	0.0067
	Leukocyte mediated immunity	4	0.0071
	Response to biotic stimulus	6	0.0074
	Lipid transport	4	0.0077
	Inflammatory response	6	0.0082
	Positive regulation of biological process	13	0.0082
	Response to external stimulus	10	0.0084
	Ion transport	11	0.0089
	Inorganic anion transport	5	0.010
	Cellular lipid metabolic process	9	0.010
	Response to unfolded protein	4	0.011
	Response to protein stimulus	4	0.011
	Lipid metabolic process	10	0.012
	Immune system process	10	0.013
	Metabolic process	53	0.015
	Response to steroid hormone stimulus	4	0.022
	Response to wounding	7	0.023
	Response to endogenous stimulus	7	0.028
	Response to corticosteroid stimulus	3	0.029
	Regulation of Wnt receptor signaling pathway	3	0.030
	Response to peptide hormone stimulus	3	0.037
	Regulation of biological process	28	0.038
	Cellular metabolic process	45	0.049
***Cellular constituent***			
	Cytoplasm	45	9.2E-07
	Extracellular region part	25	0.000068
	Proteinaceous extracellular matrix	9	0.000087
	Extracellular matrix	9	0.00010
	Extracellular region	25	0.00017
	Extracellular space	23	0.00030
	Collagen	4	0.0013
	Cytoplasmic part	31	0.00140
	Fibrillar collagen	3	0.0016
	Extracellular matrix part	5	0.00230
	Intracellular part	52	0.0040
	Endoplasmic reticulum	10	0.0080
	Intracellular	54	0.011
	Complement component C1 complex	2	0.012
	Collagen type I	2	0.012
	Glycerol-3-phosphate dehydrogenase complex	2	0.018
	Organelle outer membrane	3	0.033
	Envelope	7	0.034
	Organelle envelope	7	0.036
***Molecular function***			
	Glutathione transferase activity	4	0.00076
	Catalytic activity	43	0.00090
	Calcium ion binding	12	0.0033
	Transferase activity- transferring alkyl or aryl (other than methyl) groups	4	0.0042
	Glycerol-3-phosphate dehydrogenase activity	2	0.012
	Transferase activity	17	0.024
	Structural constituent of bone	2	0.029
	Magnesium ion binding	5	0.037

The identified GO groups varied considerably with respect to number of constituent genes (ranging from 2 to 71) and degree of specificity (e.g., from specific terms such as fatty acid transport and glycerol-3-phosphate dehydrogenase activity to general terms such as cell and binding). The more specific GO groups were chosen for further analysis; in many instances there were clusters of closely related GO groups that were considered together (Table 2). 

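Decr1, Mybph, Chrnd and Gstm5 rose in both diabetic muscles, and Spon2 and a transcript with no single gene symbol fell in both. Decr1 is an enzyme of fatty acid oxidation, Chrnd the delta subunit of the acetylcholine receptor of muscle, and Spon2 an extracellular matrix protein. The fold change of Chrnd was 1.85 in the diaphragm (adjusted p = 0.014), with diabetic array 3 at 2217 and the others at 1080.4 to 1353, and 1.94 in the sternohyoid (adjusted p = 0.020, lost in 4 of 23 settings). That of Gstm5 was 1.90 in the diaphragm (adjusted p = 0.0020). No gene rose in 1 muscle and fell in the other at an adjusted p under 0.05 in each. Among the 6796 genes tested in both muscles, 4 were called higher and 2 lower in both. In 100 splits of whole rats, which keep the muscles of a rat together by sample number, no other than the real one called a gene in the same direction in both by limma, and 268 genes had an unadjusted p under 0.05 and 1 direction in both, against at most 180 in another split. Other splits within a muscle called a median of 0 genes, so that these counts do not test sharing apart from the changes in each muscle. Of the 175 genes called in the diaphragm, 155 had the same sign in the sternohyoid, and of the 25 called in the sternohyoid 21 had the same sign in the diaphragm, but among as many genes with the smallest p the other splits of whole rats had a median of 134 and 19 of the same sign, and 11 and 38 of 100 splits gave as many. The log2 fold changes of both muscles correlated with a Pearson r of 0.378 across all genes and 0.610 across genes called in either, where genes are not independent replicates and the same rats gave both muscles, and 39 of 100 splits of whole rats gave as high an r across all genes. With 1 spread over all 22 arrays, 18 genes were called in both.

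**Figure D1:**
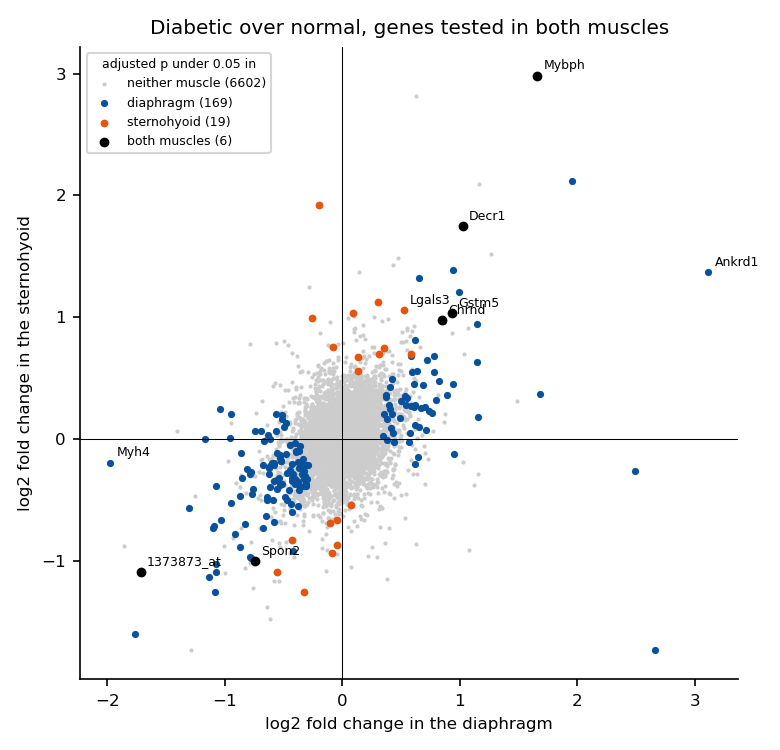
Log2 fold change of each gene in the diaphragm (horizontal axis) and in the sternohyoid (vertical axis), diabetic over normal, with 1 point per gene tested in both muscles. Black points are the 6 genes called in both muscles, blue and orange points those called in the diaphragm or the sternohyoid alone, and most coloured points share a sign in both muscles.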

Themes common to both muscles were lipid metabolism, carbohydrate metabolism, muscle contraction, ion transport and collagen. Themes present in only diaphragm were blood circulation and oxidoreductase activity. Themes present in only sternohyoid were immune & inflammation and response to stress & wounding.

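Few genes changed by a different amount in the sternohyoid than in the diaphragm when that difference itself was tested. Ndrg4, a gene of the N-myc downstream regulated family, rose in the diaphragm (fold change 1.92, adjusted p = 0.0045) and had a fold change of -1.08 in the sternohyoid, a difference of -1.07 on the log2 scale (standard error 0.19, adjusted p = 0.018 from limma, lost in 2 of 32 settings). Pik3c2g differed by -2.07 (adjusted p = 0.042, lost in 20 of 32 settings, 17 of them with 1 array left out), with a mean signal of 35.4 in normal sternohyoid, below the signal limit there, and the other 5 genes were probe sets with no single gene symbol. In all, 7 of 7776 genes differed, 3 with the higher change in the sternohyoid and 4 with the higher change in the diaphragm, and 680 had an unadjusted p under 0.05. The sample numbers were taken to pair the muscles of a rat, which was inferred from correlated residuals. With each rat so taken as a block the count was 47, with the rat as a random effect 38, and 28 genes were called in both. Arrays with the same number in different groups of 1 muscle, which are different rats, also correlated, by up to 0.218 in the diaphragm and 0.292 in the sternohyoid. Fcgr2b, an Fc receptor of macrophages, differed by 1.53 (adjusted p = 0.0096 with each rat as a block and 0.023 with the rat as a random effect, 0.19 without a block). Myh4 differed by 1.78 (adjusted p = 0.021 with each rat as a block and 0.024 with the rat as a random effect, 0.17 without a block). Without a block the count was 4 when any 1 of normal diaphragm arrays 1, 2 or 6, diabetic diaphragm array 4, normal sternohyoid arrays 1, 4, 5 or 6 or diabetic sternohyoid array 5 was left out, and 20 without diabetic sternohyoid array 3.

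**Figure D2:**
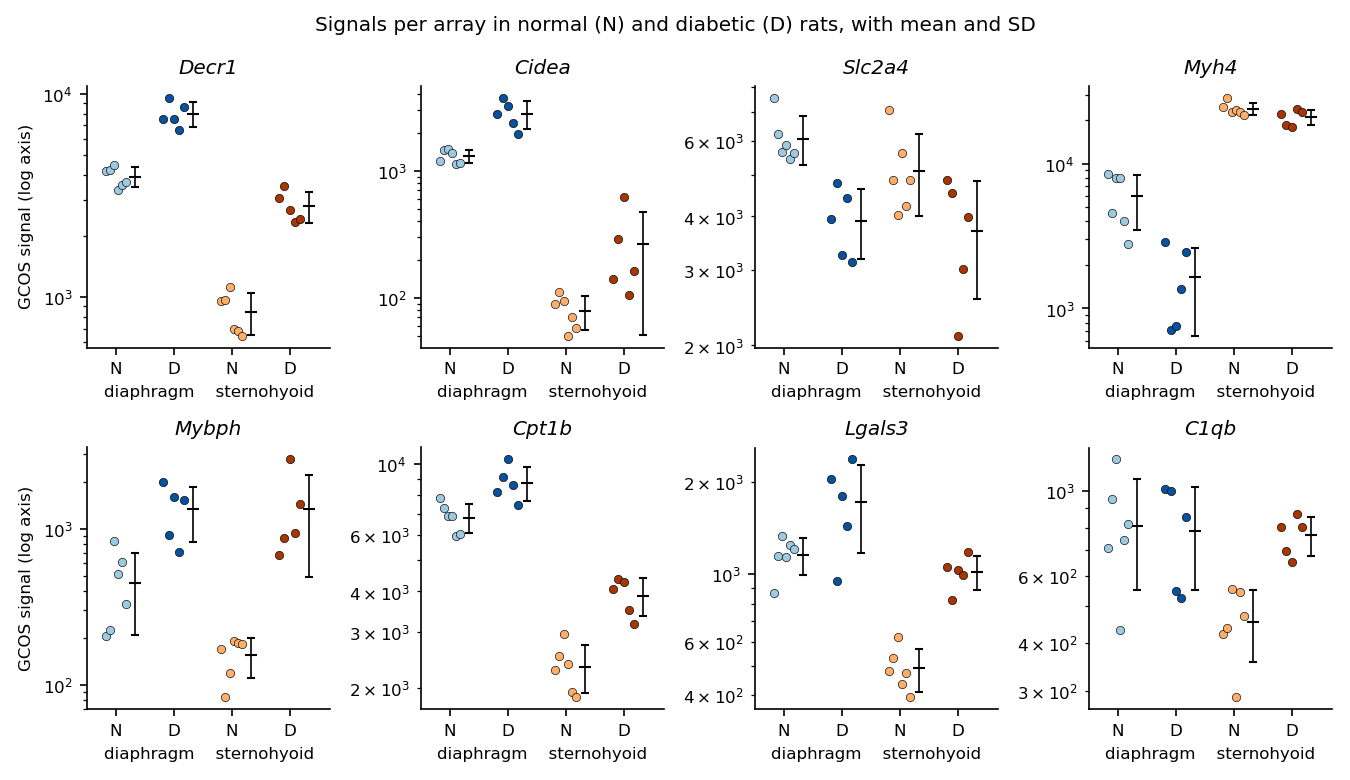
GCOS signals of 8 genes on each array (points) with mean and SD (bars), in normal (N) and diabetic (D) rats for each muscle, on a log axis. Decr1 and Mybph are higher in diabetic rats of both muscles, Cidea is called in the diaphragm and Cpt1b and Lgals3 in the sternohyoid, and Slc2a4 and Myh4 are called lower in the diaphragm, while C1qb is called in neither muscle. The fold change of Cidea is 2.16 in the diaphragm and 3.35 in the sternohyoid, where it is not called.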

**Table 2:** Specific Gene Ontology groups which were examined in more detail to which genes with changed expression in diaphragm and sternohyoid of diabetic animals were assigned

***GO group category & specific GO term***	***Diaphragm # genes***	***P value***	***Sternohyoid # genes***	***P value***
***Metbolism - Lipid***				
Lipid metabolic process	9	0.019	10	0.012
Long-chain fatty acid transport	2	0.048	3	0.0012
Cellular lipid metabolic process			9	0.010
Fatty acid metabolic process			6	0.0030
Lipid transport			4	0.0077
Fatty acid transport			3	0.0021
***Metabolism - Carbohydrate***				
Carbohydrate metabolic process	7	0.040		
Monosaccharide metabolic process	6	0.0037		
Hexose metabolic process	6	0.0036		
Cellular carbohydrate metabolic process	6	0.034		
Carbohydrate biosynthetic process	4	0.016		
Glycerol-3-phosphate dehydrogenase complex			2	0.018
Glycerol-3-phosphate dehydrogenase activity			2	0.012
***Muscle contraction***				
Sarcomere	4	0.0066		
Myofibril	4	0.010		
Contractile fiber part	4	0.010		
Contractile fiber	4	0.014		
Striated muscle contraction	3	0.014		
Muscle system process			6	0.0017
Muscle contraction			6	0.0015
Regulation of muscle contraction			4	0.0022
***Ion transport***				
Ion transport	12	0.0015	11	0.0089
Calcium ion binding	9	0.024	12	0.0033
Inorganic anion transport	5	0.0072	5	0.010
Anion transport	5	0.015	6	0.0037
Regulation of ion transport	3	0.014		
Channel activity	6	0.031		
Magnesium ion binding			5	0.037
***Collagen***				
Fibrillar collagen	3	0.0015	3	0.0016
Collagen	3	0.018	4	0.0012
Collagen type I	2	0.013	2	0.012
***Blood circulation***				
Blood circulation	5	0.016		
Circulatory system process	5	0.017		
***Oxidoreductase activity***				
Oxidoreductase activity	10	0.035		
***Immune & inflammatory***				
Immune system process			10	0.013
Immune response			9	0.0033
Defense response			8	0.0067
Immune effector process			6	0.000076
Acute inflammatory response			6	0.000027
Regulation of immune system process			6	0.000036
Inflammatory response			6	0.0082
Humoral immune response			6	7.5E-06
Regulation of immune response			6	0.000027
Activation of immune response			5	0.000070
Positive regulation of immune system process			5	0.00016
Complement activation			5	0.000014
Positive regulation of immune response			5	0.00013
Innate immune response			5	0.00025
Adaptive immune response			4	0.0062
Leukocyte mediated immunity			4	0.0071
Lymphocyte mediated immunity			4	0.0048
Adaptive immune response			4	0.0057
B cell mediated immunity			4	0.0032
Humoral immune response immunoglobulin			3	0.0064
Complement activation-classical pathway			3	0.0064
Complement component C1 complex			2	0.012
***Response to stress & wounding***				
Response to stress			17	0.000096
Response to wounding			7	0.023

The genes in both the diaphragm and sternohyoid that were classified in either lipid or carbohydrate metabolism GO groups, as well as the direction and magnitude of their changed expression, are listed in Table 3. In the diaphragm there were 9 genes involved in lipid metabolism (6 increased/3 decreased) and 7 genes involved in carbohydrate metabolism (1 increased/6 decreased). 

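In the diabetic diaphragm, lipid genes of the study moved both ways, and the carbohydrate genes that passed the test fell. Of the lipid metabolism genes of Table 3, 8 were tested, 4 rose, 2 fell and 2 did not pass the test. Dbi, the acyl-CoA binding protein, had signals of 5039 ± 549 in diabetic and 3004 ± 173 in normal rats, a log2 fold change of 0.74 (standard error 0.09, adjusted p = 0.00054). Plin2 (fold change 1.57, adjusted p = 0.037, lost in 9 of 22 settings), the lipid droplet protein that the paper names Adfp, also rose. The fold change of Prkaa1, a subunit of AMP-activated protein kinase, was 1.28 (adjusted p = 0.17), while a dimmer probe set of the gene gave 2.21 and the mean over its probe sets passed (adjusted p = 0.013). That of Lrp1, a lipoprotein receptor, was 1.51 (adjusted p = 0.13). Of the 7 carbohydrate metabolism genes, 5 fell and none rose. Slc2a4, the insulin-responsive glucose transporter GLUT4, had signals of 3907 ± 719 in diabetic and 6063 ± 781 in normal rats, a log2 fold change of -0.64 (standard error 0.12, adjusted p = 0.014), lost in 1 of 22 settings, with normal array 1 at 7562 and the other normal arrays at 5451 to 6224. Ugp2 (fold change -1.53, adjusted p = 0.029, lost in 7 of 22 settings), which makes UDP-glucose for glycogen, Dcxr (fold change -2.03, adjusted p = 0.0063), an L-xylulose reductase, and Coq7 (fold change -1.65, adjusted p = 0.020, lost in 2 of 22 settings), an enzyme of coenzyme Q synthesis, fell too. Pfkfb1, which sets the level of fructose 2,6-bisphosphate, had a fold change of -1.69 that did not pass (adjusted p = 0.064). The study chose these groups on the same arrays, so their counts are not independent evidence.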

In the sternohyoid, there were 10 genes involved in lipid metabolism (7 increased/3 decreased) and 2 genes involved in carbohydrate metabolism (0 increased/2 decreased). 

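In the diabetic sternohyoid, 2 of the 9 lipid metabolism genes tested rose, none fell and 7 did not pass the test, and neither of the 2 carbohydrate metabolism genes passed. All 9 lipid genes lay in the listed direction, 6 above and 3 below normal. Nudt4, a hydrolase of diphosphoinositol polyphosphates, had signals of 7241 ± 343 in diabetic and 4509.9 ± 720.2 in normal rats, a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.020), lost in 4 of 23 settings. Retsat, a retinol saturase that PPARs regulate in fat cells, had a fold change of 1.89 (adjusted p = 0.096). Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, had signals of 4828 ± 2241 in diabetic and 8454 ± 1029 in normal rats and a fold change of -1.75 (adjusted p = 0.22). In the diaphragm, where Table 3 does not list it, Gpd1 fell by 1.08 on the log2 scale (adjusted p = 0.038, lost in 11 of 22 settings). Of 7 adipocyte markers none was called over all genes, 3 were higher and 1 lower when adjusted over the list alone, and the list was higher (median log2 fold change 0.79, adjusted p = 0.0034 from camera, adjusted p = 0.29 with an estimated correlation), which was lost without the study's own genes (adjusted p = 0.13).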

With respect to specific genes, there were only 3 genes that had changed expression in both diaphragm and sternohyoid in response to diabetes. Carnitine O-octanoyltransferase (Crot), which plays a role in fatty acid transport, was increased in both muscles. 

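The signal of Crot was 1077 ± 224 in diabetic and 677 ± 96.8 in normal rats in the diaphragm, a log2 fold change of 0.65 (standard error 0.14, adjusted p = 0.028), lost in 9 of 22 settings. In the sternohyoid it was 3377 ± 1089.8 in diabetic and 1349 ± 480.1 in normal rats, a larger fold change of 2.50 that did not pass the test there (adjusted p = 0.057), and 3 of 23 settings called it. Crot passes medium-chain fatty acids to carnitine in peroxisomes.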

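The signal of Gpd2, the mitochondrial enzyme of the glycerol phosphate shuttle, was 363 ± 86.1 in diabetic and 609.8 ± 49.2 in normal rats in the diaphragm, a log2 fold change of -0.78 (standard error 0.16, adjusted p = 0.019), lost in 1 of 22 settings. In the sternohyoid the fold change of Gpd2 was -1.82 (adjusted p = 0.14). Acsl6, a long-chain acyl-CoA synthetase, had a fold change of -1.72 in the diaphragm (adjusted p = 0.020, lost in 1 of 22 settings) and of -1.62 in the sternohyoid (adjusted p = 0.097), so that both genes fell in the diaphragm and missed the threshold in the sternohyoid.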

Glycerol-3-phosphate dehydrogenase 2 (Gpd2), a carbohydrate metabolism gene which is involved in gluconeogenesis, and Acyl-CoA synthetase (Acsl6), a major enzyme in fatty acid metabolism gene, were decreased in both tissues. 

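Genes of fatty acid use lay above normal as a group in both diabetic muscles by the preset correlation of camera. Of 16 genes of fatty acid uptake and triglyceride breakdown, 3 rose and none fell in the diaphragm (5 and 0 when adjusted over the list alone, median log2 fold change 0.36, adjusted p = 0.0011 from camera, adjusted p = 0.21 with an estimated correlation). Gpihbp1, the capillary anchor of lipoprotein lipase, rose there (fold change 2.29, adjusted p = 0.033, lost in 9 of 22 settings), as did Dbi and Plin2. In the sternohyoid none of the 16 was called over all genes and 5 were higher when adjusted over the list alone (median log2 fold change 0.42, adjusted p = 2.2e-05 from camera, adjusted p = 0.17 with an estimated correlation). Adipocyte markers, none of 7 called there, had a median of 0.79 (adjusted p = 0.0034 from camera, adjusted p = 0.29 with an estimated correlation). Of the target genes of PPARs that serve fatty acid use, 4 of 17 rose in the diaphragm, Decr1, Cidea, Crot and Plin2 (7 when adjusted over the list alone, median log2 fold change 0.26, adjusted p = 7.8e-07 from camera, adjusted p = 0.21 with an estimated correlation). In the sternohyoid 2 of 13 rose, Decr1 and Cpt1b, all 13 lay above 0, and 7 were higher when adjusted over the list alone (median log2 fold change 0.51, adjusted p = 6.8e-08 from camera, adjusted p = 0.23 with an estimated correlation). Among 100 splits of the arrays into groups of these sizes, the real one included, 1 and 3 gave a median as far from 0 for uptake in the diaphragm and sternohyoid, and 21 and 8 for the PPAR targets. The lists hold genes that the study lists, and without those the diaphragm uptake list did not pass (adjusted p = 0.11).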

For both muscles together, lipid metabolism gene expression was increased more than decreased (total 13 vs. 6 genes). On the other hand, for carbohydrate metabolism, there were more genes that had decreased expression than those that had increased expression (total 8 vs. 1 genes).

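By the preset correlation of camera, genes of glycolysis and of the citric acid cycle were lower as a group in both diabetic muscles. Of 18 genes of glycolysis tested in the diaphragm, 5 fell and none rose (11 and 1 when adjusted over the list alone), among them Eno3 (fold change -1.29, adjusted p = 0.012, lost in 3 of 22 settings), Pfkm (fold change -1.26, adjusted p = 0.018, lost in 4 of 22 settings) and Pgk1 (fold change -1.34, adjusted p = 0.021, lost in 5 of 22 settings), and 17 lay below 0 (median log2 fold change -0.33, adjusted p = 8.6e-08 from camera, adjusted p = 0.14 with an estimated correlation). In the sternohyoid none of 17 was called, 10 were lower and 1 higher when adjusted over the list alone, and 14 lay below 0 (median log2 fold change -0.35, adjusted p = 1.3e-05 from camera, adjusted p = 0.25 with an estimated correlation). Of 23 genes of pyruvate dehydrogenase and the citric acid cycle, 3 fell in the diaphragm (13 when adjusted over the list alone), Idh3a (fold change -1.49, adjusted p = 0.0047), a subunit of isocitrate dehydrogenase, and Mpc1 (fold change -1.37, adjusted p = 0.016, lost in 2 of 22 settings) and Mpc2 (fold change -1.42, adjusted p = 0.022, lost in 2 of 22 settings), which form the mitochondrial pyruvate carrier (median log2 fold change -0.25, adjusted p = 1.9e-08 from camera, adjusted p = 0.21 with an estimated correlation). In the sternohyoid none was called (2 lower when adjusted over the list alone, median log2 fold change -0.13, adjusted p = 0.0041 from camera, adjusted p = 0.57 with an estimated correlation), and the list did not pass without diabetic array 3 (adjusted p = 0.64). Of 13 genes of glycogen metabolism, 5 fell in the diaphragm (6 lower and 2 higher when adjusted over the list alone), among them Phkb (fold change -1.52, adjusted p = 0.0053) and Phkg1 (fold change -1.82, adjusted p = 0.012), subunits of phosphorylase kinase, and Pygm (fold change -1.25, adjusted p = 0.034, lost in 14 of 22 settings), the muscle glycogen phosphorylase. That list passed in the diaphragm (median log2 fold change -0.21, adjusted p = 0.033 from camera, adjusted p = 0.21 with an estimated correlation), though not after quantile normalization (adjusted p = 0.10), without the study's genes (0.11) or without normal arrays 1 or 4 or diabetic arrays 1 or 3 (0.070, 0.052, 0.061 and 0.058), and it did not pass in the sternohyoid (median log2 fold change -0.22, adjusted p = 0.069 from camera, adjusted p = 0.27 with an estimated correlation). Among 100 splits, 1 and 1 gave a glycolysis median as far from 0 in the diaphragm and sternohyoid. For the citric acid cycle list 1 and 30 did, so that its sternohyoid median was common in other splits. For glycogen metabolism 4 and 1 did. The markers of muscle fibres, which share Eno3 and Pygm with these lists, had lower values by a median of -0.13 in the diaphragm and -0.24 in the sternohyoid (adjusted p = 0.0080 and 6.8e-05, adjusted p = 0.21 and 0.27 with an estimated correlation), and neither passed after quantile normalization (adjusted p = 0.40 and 0.090).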

**Table 3:** Genes with changed expression in diabetic diaphragm and sternohyoid that were assigned to specific statistically over-represented Gene Ontology (GO) terms

***DIAPHRAGM***		
***Gene title***	***Gene symbol***	***FC***
***Lipid metabolism***		
Protein kinase, AMP-activated, alpha 1 catalytic subunit	Prkaa1	2.2
Cell death-inducing DNA fragmentation factor	Cidea	2.2
Diazepam binding inhibitor	Dbi	1.7
Carnitine O-octanoyltransferase	Crot	1.6
Adipose differentiation related protein	Adfp	1.6
Low density lipoprotein-related protein 1 (alpha-2-macroglobulin receptor)	Lrp1	1.5
Acyl-CoA synthetase long-chain family member 6	Acsl6	−1.7
Thyroid hormone responsive	Thrsp	−2.1
Transmembrane 7 superfamily member 2	Tm7sf2	−2.5
***Carbohydrate metabolism***		
Protein kinase, AMP-activated, alpha 1 catalytic subunit	Prkaa1	2.2
UDP-glucose pyrophosphorylase 2	Ugp2	−1.5
Solute carrier family 2 (facilitated glucose transporter), member 4	Slc2a4	−1.5
Coenzyme Q7 homolog, ubiquinone (yeast)	Coq7	−1.6
6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	Pfkfb1	−1.7
Glycerol-3-phosphate dehydrogenase 2, mitochondrial	Gpd2	−1.7
Dicarbonyl L-xylulose reductase	Dcxr	−2.0
***Muscle contraction***		
Cysteine and glycine-rich protein 3	Csrp3	4.2
Myosin binding protein H	Mybph	3.0
PDZ and LIM domain 3	Pdlim3	1.6
Calsequestrin 2 (cardiac muscle)	Casq2	1.5
Myosin, heavy chain 4, skeletal muscle	Myh4	−3.6
***Ion transport***		
***Calcium channel***		
Myosin, light chain 6B, alkali, smooth muscle and non-muscle	Myl6b	6.8
Calcium channel, voltage-dependent, beta 2 subunit	Cacnb2	1.6
Sarcolipin	Sln	1.6
Calsequestrin 2 (cardiac muscle)	Casq2	1.5
Integrin alpha 7	Itga7	1.5
Glycerol-3-phosphate dehydrogenase 2, mitochondrial	Gpd2	−1.7
S100 calcium binding protein A3	S100a3	−1.7
Parvalbumin	Pvalb	−2.0
Phospholamban	Pln	−2.4
***Sodium/Potassium channels***		
Sodium channel, voltage-gated, type III, beta	Scn3b	2.2
Potassium large conductance calcium-activated channel subfamily M, alpha member 1	Kcnma1	1.5
FXYD domain-containing ion transport regulator 7	Fxyd7	−1.7
***Other channels***		
Low density lipoprotein-related protein 1 (alpha-2-macroglobulin receptor)	Lrp1	1.5
Solute carrier family 30 (zinc transporter), member 4	Slc30a4	1.5
Aquaporin 1	Aqp1	−1.5
Chloride channel 4-2	Clcn4-2	−1.8
***Collagen***		
Collagen, type I, alpha 2	Col1a2	−1.6
Collagen, type III, alpha 1	Col3a1	−1.7
Collagen, type I, alpha 1	Col1a1	−2.0
Ficolin (collagen/fibrinogen domain containing) 1	Fcn1	−2.1
***Collagen***		
Collagen, type I, alpha 2	Col1a2	−1.6
Collagen, type III, alpha 1	Col3a1	−1.7
Collagen, type I, alpha 1	Col1a1	−2.0
***Blood circulation***		
Cysteine and glycine-rich protein 3	Csrp3	4.2
Potassium large conductance calcium-activated channel subfamily M, alpha member 1	Kcnma1	1.5
Collagen, type III, alpha 1	Col3a1	−1.7
Apelin	Apln	−2.2
Phospholamban	Pln	−2.4
***Oxidoreductase activity***		
2,4-dienoyl CoA reductase 1, mitochondrial	Decr1	2.0
IMP (inosine monophosphate) dehydrogenase 2	Impdh2	1.6
Potassium large conductance calcium-activated channel subfamily M, alpha member 1	Kcnma1	1.5
Solute carrier family 30 (zinc transporter), member 4	Slc30a4	1.5
Coenzyme Q7 homolog, ubiquinone (yeast)	Coq7	−1.6
Glycerol-3-phosphate dehydrogenase 2, mitochondrial	Gpd2	−1.7
S100 calcium binding protein A3	S100a3	−1.7
Dicarbonyl L-xylulose reductase	Dcxr	−2.0
Phytanoyl-CoA dioxygenase domain containing 1	Phyhd1	−2.1
Transmembrane 7 superfamily member 2	Tm7sf2	−2.5
***STERNOHYOID***		
***Gene title***	***Gene Symbol***	***FC***
***Lipid metabolism***		
Acyl-CoA thioesterase 2	Acot2	2.4
Nudix (nucleoside diphosphate linked moiety X)-type motif 4	Nudt4	2.1
Retinol saturase (all trans retinol 13,14 reductase)	Retsat	1.9
Carnitine palmitoyltransferase 1b, muscle	Cpt1b	1.7
Carnitine O-octanoyltransferase	Crot	1.6
Carnitine palmitoyltransferase 2	Cpt2	1.5
Solute carrier family 27 (fatty acid transporter), member 1	Slc27a1	1.5
Acyl-CoA synthetase long-chain family member 6	Acsl6	−1.6
Thyroid hormone responsive	Thrsp	−2.1
Sterol regulatory element binding transcription factor 1	Srebf1	−2.4
***Carbohydrate metabolism***		
Glycerol-3-phosphate dehydrogenase 1 (soluble)	Gpd1	−1.6
Glycerol-3-phosphate dehydrogenase 2, mitochondrial	Gpd2	−1.8
***Muscle contraction***		
Myosin binding protein H	Mybph	8.6
Complement component 4a	C4a	2.0
Calsequestrin 2 (cardiac muscle)	Casq2	2.0
Cholinergic receptor, nicotinic, delta	Chrnd	1.9
Heat shock protein, alpha-crystallin-related, B6	Hspb6	−1.6
Guanidinoacetate N-methyltransferase	Gamt	−1.6
***Ion transport***		
***Calcium channel***		
S100 calcium-binding protein A4	S100a4	1.9
Complement component 1, q subcomponent, beta polypeptide	C1qb	1.7
Complement component 1, q subcomponent, alpha polypeptide	C1qa	1.6
Macrophage galactose N-acetyl-galactosamine specific lectin 1	Mgl1	1.5
Calsequestrin 2 (cardiac muscle)	Casq2	1.5
Follistatin-like 1	Fstl1	−1.5
Glycerol-3-phosphate dehydrogenase 2, mitochondrial	Gpd2	−1.7
Eukaryotic elongation factor-2 kinase	Eef2k	−2.0
ATPase, Ca++ transporting, plasma membrane 3, (AKA PMCA2)	Atp2b3	−2.1
Myosin, light chain 6B, alkali, smooth muscle and non-muscle	Myl6b	−2.5
***Sodium/Potassium channels***		
FXYD domain-containing ion transport regulator 2	Fxyd2	1.6
Potassium large conductance calcium-activated channel subfamily M, alpha member 1	Kcnma1	1.5
ATPase, Na+/K+ transporting, beta 2 polypeptide	Atp1b2	−1.6
***Magnesium***		
Inositol (myo)-1(or 4)-monophosphatase 2	Impa2	1.8
Acyl-CoA synthetase long-chain family member 6	Acsl6	−1.6
***Other channels***		
Latent transforming growth factor beta binding protein 1	Ltbp1	2.0
Cholinergic receptor, nicotinic, delta	Chrnd	1.9
2,4-dienoyl CoA reductase 2, peroxisomal	Decr2 /// Rab11fip3	−1.6
Solute carrier family 16, member 3 (monocarboxylic acid transporter 4)	Slc16a3	−1.7
Amylase, alpha 1A (salivary)	Amy1a	−1.7
***Collagen***		
Collagen, type V, alpha 1	Col5a1	−1.8
Collagen, type I, alpha 1	Col1a1	−1.9
Collagen, type I, alpha 2	Col1a2	−2.2
***Collagen***		
Collagen, type V, alpha 1	Col5a1	−1.8
Collagen, type XV, alpha 1	Col15a1	−1.9
Collagen, type I, alpha 1	Col1a1	−1.9
Collagen, type I, alpha 2	Col1a2	−2.2
***Immune & inflammatory***		
Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	Cdkn1a	2.4
Fc fragment of IgG, low affinity IIb, receptor (CD32)	Fcgr2b	2.2
Complement component 4a	C4a	2.0
Adipsin	Adn	1.8
Complement component 1, q subcomponent, beta polypeptide	C1qb	1.7
Complement component 1, q subcomponent, alpha polypeptide	C1qa	1.6
Complement factor H	Cfh	1.6
Dipeptidylpeptidase 4	Dpp4	−1.9
Myxovirus (influenza virus) resistance 1	Mx1	−1.9
Spondin 2, extracellular matrix protein	Spon2	−2.0
***Response to stress & wounding***		
Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	Cdkn1a	2.4
Acyl-CoA thioesterase 2	Acot2	2.4
Fc fragment of IgG, low affinity IIb, receptor (CD32)	Fcgr2b	2.2
Complement component 4a	C4a	2.0
Deleted in malignant brain tumors 1	Dmbt1	1.9
Complement factor D (adipsin)	Adn	1.8
Complement component 1, q subcomponent, beta polypeptide	C1qb	1.7
Potassium large conductance calcium-activated channel subfamily M, alpha member 1	Kcnma1	1.6
Complement component 1, q subcomponent, alpha polypeptide	C1qa	1.6
Complement factor H	Cfh	1.6
Epidermal growth factor receptor	Egfr	−1.5
SRY (sex determining region Y)-box 4	Sox4	−1.6
Serine (or cysteine) peptidase inhibitor, clade H, member 1	Serpinh1	−1.6
Heat shock protein, alpha-crystallin-related, B6	Hspb6	−1.6
Collagen, type I, alpha 1	Col1a1	−1.9
Heat shock protein 2	Hspa2	−2.0
Sterol regulatory element binding transcription factor 1	Srebf1	−2.4

Fold changes (FC) in gene expression are represented in the last column.

There were 5 muscle contraction genes with significantly changed expression in the diaphragm (4 increased/1 decreased) and 6 with significantly changed expression in the sternohyoid (4 increased/2 decreased) with diabetes (Table 3). 

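All 5 muscle contraction genes of Table 3 changed in the diabetic diaphragm, 4 upward and 1 downward. Csrp3, a protein of the Z disc that serves muscle growth, had signals of 7669 ± 5121 in diabetic and 1847 ± 2054 in normal rats, a log2 fold change of 2.49 (standard error 0.61, adjusted p = 0.045), lost in 13 of 22 settings. Pdlim3 (fold change 1.57, adjusted p = 0.0061), another Z-disc protein, rose, and the myosin Myh4 fell. In the sternohyoid 5 were tested, Mybph and Chrnd rose, Hspb6 (fold change -1.61, adjusted p = 0.033, lost in 10 of 23 settings), a small heat shock protein, fell, and Casq2 and Gamt, an enzyme of creatine synthesis (fold change -1.63, adjusted p = 0.099), did not pass. These genes were chosen by the study on the same arrays. Of 17 genes of fast fibres, 5 fell in the diaphragm and 1 rose, Myh1 (fold change 1.32, adjusted p = 0.030, lost in 14 of 22 settings), the myosin of type 2X fibres, with diabetic array 4 at 5629 and the other diabetic arrays at 7192 to 7424 (16 lower and 1 higher when adjusted over the list alone, median log2 fold change -0.32, adjusted p = 1.6e-10 from camera, adjusted p = 0.14 with an estimated correlation). In the sternohyoid none of 17 was called and 9 were lower when adjusted over the list alone (median log2 fold change -0.30, adjusted p = 1.8e-07 from camera, adjusted p = 0.29 with an estimated correlation), and quantile normalization left a median of -0.04 there (adjusted p = 0.21). Of 14 genes of slow fibres in the diaphragm, 2 rose, Csrp3 and Casq2, and 2 fell, Pln and myoglobin (Mb) (fold change -1.24, adjusted p = 0.031, lost in 12 of 22 settings), with a median log2 fold change of -0.03, a mean of 0.11 and a camera test upward (adjusted p = 0.88), so that the median and the test differ in sign. Mb stood at 22990.5 on diabetic array 3 and at 18977 to 20102 on the other diabetic arrays. In the sternohyoid 11 of 13 lay below 0 and none was called (median log2 fold change -0.26, adjusted p = 0.10 from camera, adjusted p = 0.69 with an estimated correlation). Without the 1 gene that the study lists, the other 12 passed as lower with the preset correlation (median -0.28, adjusted p = 0.022 from camera). The value with an estimated correlation (adjusted p = 0.69) is that of all 13. For all 13, 39 of 100 splits gave a median as far from 0. Of 11 genes of muscle regeneration and denervation, 4 rose in the diaphragm, Ankrd1, Chrnd, Mybph and Csrp3 (4 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.43, adjusted p = 0.0012 from camera, adjusted p = 0.21 with an estimated correlation), which was lost without the study's genes (adjusted p = 0.051). For this list 13 of 100 splits gave a median as far from 0. Markers shared by muscle fibres of all types had a median of -0.13 in the diaphragm (adjusted p = 0.0080 from camera, adjusted p = 0.21 with an estimated correlation) and -0.24 in the sternohyoid (6.8e-05 and 0.27).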

Of note is that myosin binding protein H (Mybph) and calsequestrin 2 (Casq2) were increased in both muscles, while none of the other muscle contraction genes with changed expression were in common. 

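The signal of Mybph was 1340.3 ± 521 in diabetic and 451 ± 244 in normal rats in the diaphragm, a log2 fold change of 1.66 (standard error 0.36, adjusted p = 0.026), lost in 5 of 22 settings. In the sternohyoid it was 1340.1 ± 852 in diabetic and 154 ± 43.5 in normal rats, a log2 fold change of 2.98 (standard error 0.32, adjusted p = 0.00048), and the call held in all 23 settings. The rise was larger in the sternohyoid by 1.32 on the log2 scale, which did not pass the test of the difference (adjusted p = 0.47). Casq2, the calsequestrin of slow and cardiac muscle, had a fold change of 1.55 in the diaphragm (adjusted p = 0.014) and of 1.82 in the sternohyoid (adjusted p = 0.057), where 4 of 23 settings called it.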

For both muscles together muscle contraction gene expression was increased more than decreased (total 9 vs. 3 genes).

Of the 20 genes from the ion transport GO groups in the diaphragm with changed expression due to diabetes, 9 are involved in calcium transport (Table 3). 

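Of the calcium genes of Table 3, 7 were tested in the diabetic diaphragm, 2 rose, 2 fell and 3 did not pass. Pln, phospholamban, which restrains the calcium pump of the sarcoplasmic reticulum, had signals of 279 ± 78.2 in diabetic and 676 ± 193 in normal rats, a log2 fold change of -1.28 (standard error 0.22, adjusted p = 0.0083). Itga7 (fold change 1.52, adjusted p = 0.010, lost in 2 of 22 settings), the laminin-binding integrin subunit of muscle, and Casq2 rose, and Gpd2 fell with Pln. Sln, sarcolipin, which acts on the same pump, had a fold change of 1.59 (adjusted p = 0.067), Cacnb2, a calcium channel subunit, of 1.64 (adjusted p = 0.052), and Pvalb, parvalbumin, of -2.04 (adjusted p = 0.064), with normal array 2 at 9181 and the other normal arrays at 12877 to 13959.6. S100a3 lay below the signal limit, at 70.8 ± 18.4 in diabetic and 121 ± 26.1 in normal rats, a fold change of -1.71 (exact permutation p = 0.0065). Myl6b had no probe set assigned to it alone, and the probe set it shares had fold changes of 1.04 (adjusted p = 0.85) in the diaphragm and -1.18 (adjusted p = 0.31) in the sternohyoid. A probe set with no single gene symbol had log2 fold changes of 2.66 and -1.74 in these muscles, and whether it measures Myl6b was not tested. Of 25 genes of the sarcoplasmic reticulum and calcium handling, 1 rose and 1 fell, and the list did not pass (median log2 fold change -0.06, adjusted p = 0.61 from camera, adjusted p = 0.83 with an estimated correlation).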

Five calcium genes were increased (Myl6b, Casq2, Itga7, Cacnb2 and Sln) whereas four of the calcium genes were decreased (Pvalb, Pln, S100a3 and Gpd2). The other smaller groups of ion transport genes were sodium and/or potassium (3 genes), chloride (1 gene), water (1 gene) and zinc (1 gene) and several other miscellaneous groups. There were also 4 collagen genes listed in the ion GO groups. Of the 23 genes from the ion transport GO groups in the sternohyoid with diabetes-induced changed expression, 10 are involved in calcium transport (Table 3). Half of the calcium GO group genes increased (Casq2, S100a4, Mgl1, C1qb and C1qa) while the other half decreased (Fstl1, Eef2k, Atp2b3, Myl6b and Gpd2). 

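In the diabetic sternohyoid, 9 of the calcium genes of Table 3 were tested, 2 fell, none rose and 7 did not pass. Eef2k, the calcium-dependent kinase of translation elongation factor 2, had signals of 581 ± 191 in diabetic and 1179 ± 133 in normal rats, a log2 fold change of -1.09 (standard error 0.20, adjusted p = 0.033), lost in 11 of 23 settings. Atp2b3 (fold change -2.06, adjusted p = 0.044, lost in 12 of 21 settings), a calcium pump of the plasma membrane, fell too. S100a4, a calcium-binding protein of fibroblasts and macrophages, had a fold change of 1.90 (adjusted p = 0.066), Clec10a, the macrophage lectin that the paper names Mgl1, of 1.55 (adjusted p = 0.066), and Fstl1, a secreted follistatin-like protein, of -1.53 (adjusted p = 0.16). Of 24 genes of the sarcoplasmic reticulum and calcium handling, Atp2b3 fell, 2 were lower and 2 higher when adjusted over the list alone, and 17 lay below 0 (median log2 fold change -0.21, adjusted p = 0.0059 from camera, adjusted p = 0.40 with an estimated correlation). Markers of muscle fibres were as low in this muscle, with a median of -0.24 (adjusted p = 6.8e-05 from camera, adjusted p = 0.27 with an estimated correlation).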

The other smaller groups of ion transport genes are sodium and/or potassium (3 genes), magnesium (2 genes), and several other miscellaneous groups. There were also 3 collagen genes listed in the ion GO group. Among specific genes, three had altered expression in both muscles: Casq2 was increased and Gpd2 was decreased in both tissues while Myl6b was increased in diaphragm and decreased in sternohyoid. Not including the collagen genes, the ion transport genes were equally divided between increasing and decreasing expression with diabetes in both muscles (total 19 vs. 17 genes, not including collagen).

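Among the other ion transport genes, Clcn4 (fold change -1.84, adjusted p = 0.0026), a chloride transporter that the paper names Clcn4-2, and Fxyd7 (fold change -1.70, adjusted p = 0.029, lost in 10 of 21 settings), a regulator of the sodium pump, fell in the diabetic diaphragm. Clcn4 stood at 433 on normal array 1 and at 307 to 346 on the other normal arrays. Kcnma1, which rose in the sternohyoid, had a fold change of 1.52 in the diaphragm (adjusted p = 0.092), and Aqp1, a water channel, of -1.40 (adjusted p = 0.054). Scn3b, a sodium channel subunit, lay below the signal limit there, at 152 ± 51.3 in diabetic and 70.5 ± 18.2 in normal rats (exact permutation p = 0.0022). In the sternohyoid Ltbp1 (fold change 2.02, adjusted p = 0.042, lost in 11 of 22 settings), which binds latent TGF-beta, rose. Atp1b2, a sodium pump subunit, had a fold change of -1.65 (adjusted p = 0.16) and Slc16a3, a lactate transporter, of -1.67 (adjusted p = 0.081). Fxyd2 and Impa2, below the signal limit, had fold changes of 1.56 and 1.75 (exact permutation p = 0.013 and 0.0087). As a list, genes of sodium, potassium and chloride transport did not pass in either muscle, with 2 of 12 falling in the diaphragm (median log2 fold change -0.03, adjusted p = 0.58 from camera, adjusted p = 0.62 with an estimated correlation) and 1 of 10 rising in the sternohyoid (median log2 fold change -0.22, adjusted p = 0.64 from camera, adjusted p = 0.80 with an estimated correlation).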

The collagen GO groups in the diaphragm had 3 genes and the sternohyoid had 4 genes with altered expression by diabetes. Col1a1 and Col1a2 had changed expression in both tissues. 

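Collagen genes lay below normal in both diabetic muscles, and most missed the threshold one by one. Col1a1, a chain of type I collagen, had signals of 906 ± 463 in diabetic and 1779 ± 262 in normal rats in the diaphragm, a log2 fold change of -1.14 (standard error 0.28, adjusted p = 0.047), lost in 16 of 22 settings. The fold change of Col1a2, the other chain, was -1.60 there (adjusted p = 0.091) and that of Col3a1 -1.73 (adjusted p = 0.077). Fcna (fold change -2.09, adjusted p = 0.030, lost in 9 of 22 settings), a ficolin with a collagen-like domain that the paper names Fcn1, fell. In the sternohyoid the fold changes were -1.94 for Col1a1 (adjusted p = 0.16), -1.84 for Col1a2 (0.14), -1.73 for Col5a1 (0.081) and -1.86 for Col15a1 (0.064), and none passed. Of 13 collagen genes tested in the diaphragm, 12 lay below 0, 1 fell, and 4 were lower when adjusted over the list alone (median log2 fold change -0.33, adjusted p = 0.00018 from camera, adjusted p = 0.40 with an estimated correlation). In the sternohyoid all 13 lay below 0, 7 were lower when adjusted over the list alone and none was called over all genes (median log2 fold change -0.49, adjusted p = 3.1e-09 from camera, adjusted p = 0.17 with an estimated correlation). Among 100 splits, 12 gave a median as far from 0 in the diaphragm and 3 in the sternohyoid. The genes that process collagen and build the matrix around it did not pass as a list in the diaphragm (adjusted p = 0.12) or in the sternohyoid (adjusted p = 0.19). Fibroblast markers lay below 0 in 7 of 10 in the diaphragm (median -0.23, adjusted p = 0.11 from camera, 5 of 100 splits as far from 0). In the sternohyoid their median was -0.06 (adjusted p = 0.89 from camera, 71 of 100 splits). The difference of the collagen genes between the muscles did not pass (median -0.20, adjusted p = 0.066 from camera, adjusted p = 0.72 with an estimated correlation), though it did with each rat as a block (adjusted p = 0.014 from camera, adjusted p = 0.29 with an estimated correlation), while 57 of 100 splits within muscles and 8 of 100 of whole rats gave a difference as large.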

For both muscles all collagen gene expression changes were exclusively decreased (total 7 vs. 0).

Two sets of GO groups were over-represented in the diaphragm but not the sternohyoid muscle (Table 3). 

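Of the blood circulation genes of Table 3, 4 were tested in the diabetic diaphragm, Csrp3 rose, Pln fell, and Kcnma1 and Col3a1 did not pass. Apln, the apelin hormone precursor, lay below the signal limit, at 75.2 ± 38.3 in diabetic and 164 ± 21 in normal rats, a fold change of -2.18. All 5 diabetic arrays lay below all normal arrays (exact permutation p = 0.0022, the smallest the design allows). Markers of endothelial cells did not pass as a list in the diaphragm (median log2 fold change 0.13, adjusted p = 0.19 from camera, adjusted p = 0.40 with an estimated correlation).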

The blood circulation GO groups had 2 genes with increased and 3 genes with decreased expression. The oxidoreductase activity GO group had 4 genes with increased and 6 genes with decreased expression.

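Of the oxidoreductase genes of Table 3, 7 were tested in the diabetic diaphragm, Decr1 rose, Coq7, Gpd2, Dcxr and Phyhd1 fell, and 2 did not pass. Phyhd1, a dioxygenase related to the enzyme of phytanic acid breakdown, had signals of 298 ± 78.6 in diabetic and 618 ± 66.8 in normal rats, a log2 fold change of -1.09 (standard error 0.15, adjusted p = 0.0023). Beyond that group, most genes of oxidative phosphorylation lay below 0 in both muscles, and few passed the test one by one. Of 61 tested in the diaphragm all lay below 0, 11 fell and none rose, and 42 were lower when adjusted over the list alone (median log2 fold change -0.27, adjusted p = 1.1e-24 from camera, adjusted p = 0.14 with an estimated correlation). Among them were Atp5f1a (fold change -1.30, adjusted p = 0.018, lost in 4 of 22 settings) and Atp5mg (fold change -1.26, adjusted p = 0.016, lost in 4 of 22 settings), subunits of ATP synthase, and Ndufb7 (fold change -1.29, adjusted p = 0.020, lost in 4 of 22 settings), a subunit of complex I, with normal array 5 at 6728 and the other normal arrays at 7604 to 7873. In the sternohyoid 58 of 61 lay below 0, none was called, and 1 was lower when adjusted over the list alone (median log2 fold change -0.24, adjusted p = 1.4e-12 from camera, adjusted p = 0.34 with an estimated correlation). Beside these, the median of markers of muscle fibres was -0.13 in the diaphragm (adjusted p = 0.0080 from camera, adjusted p = 0.21 with an estimated correlation) and -0.24 in the sternohyoid (6.8e-05 and 0.27). The change did not pass the test of a difference between the muscles (median 0.01, adjusted p = 0.81 from camera). Among 100 splits, 1 gave a median as far from 0 in the diaphragm and 3 in the sternohyoid. For the NADH shuttle genes given next, 1 and 8 splits did. Genes of the shuttles that carry cytosolic NADH into mitochondria were lower in both muscles, with Gpd1 and Gpd2 falling among 9 in the diaphragm (7 when adjusted over the list alone, median log2 fold change -0.29, adjusted p = 4.0e-05 from camera, adjusted p = 0.14 with an estimated correlation) and none called among 9 in the sternohyoid (median log2 fold change -0.25, adjusted p = 0.0073 from camera, adjusted p = 0.29 with an estimated correlation), where the call was lost without the study's genes (adjusted p = 0.14) and without normal arrays 1 and 2 (0.075).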

Two other sets of GO groups were over-represented in the sternohyoid but not the diaphragm muscle (Table 3). The immune and inflammatory GO groups had more genes with increased than decreased expression (total 7 vs 3). 

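Of the immune and inflammatory genes of Table 3, 6 were tested in the diabetic sternohyoid, Spon2 fell and 5 did not pass. The fold change of Fcgr2b, an Fc receptor of macrophages and B cells, was 2.24 (adjusted p = 0.066). Spon2 had signals of 200.4 ± 61.1 in diabetic and 393 ± 66.3 in normal rats in the sternohyoid, a fold change of -1.96 (adjusted p = 0.033, lost in 11 of 23 settings), and a fold change of -1.71 in the diaphragm (adjusted p = 0.029, lost in 6 of 21 settings), where normal array 5 stood at 442 and the other normal arrays at 221 to 289. Dpp4, a serine protease of the cell surface, and Mx1, an interferon-induced GTPase, lay below the signal limit in the sternohyoid, with fold changes of -1.87 and -1.88 (exact permutation p = 0.0065 and 0.0087). Markers of macrophages were higher in the diabetic sternohyoid. Of 14 markers all lay above 0, 2 rose, Lgals3 and Lyz2 (fold change 1.68, adjusted p = 0.030, lost in 8 of 23 settings), the lysozyme of macrophages, and 11 were higher when adjusted over the list alone (median log2 fold change 0.63, adjusted p = 1.5e-12 from camera, adjusted p = 0.17 with an estimated correlation), of which 6 are genes that the study lists. In the diaphragm 13 of 16 lay below 0 and none was called (median log2 fold change -0.12, adjusted p = 0.47 from camera, adjusted p = 0.86 with an estimated correlation). The difference between the muscles had a median of 0.77 (adjusted p = 1.1e-10 from camera, adjusted p = 0.33 with an estimated correlation, 0.069 with each rat as a block besides). A list of interferon response genes did not pass in the sternohyoid (adjusted p = 0.98), where its median and mean lay above 0 and its test pointed down.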

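In the diabetic sternohyoid, no complement gene with a probe set of its own passed the test. The signal of C1qb, a chain of the first complement component, was 764 ± 89 in diabetic and 453 ± 96.6 in normal rats, a log2 fold change of 0.78 (standard error 0.16, adjusted p = 0.055), and 3 of 23 settings called it. C1qa, its partner chain, had a fold change of 1.59 (adjusted p = 0.24), and Cfd, the adipsin that the paper names Adn, of 1.81 (adjusted p = 0.13). The probe set shared by C4a and C4b rose with a fold change of 2.00 (adjusted p = 0.033, lost in 10 of 23 settings), with diabetic array 4 at 359.9 and the other diabetic arrays at 599 to 682. Of 15 genes of the complement system 10 lay above 0 and 5 below, none was called, and 5 were higher when adjusted over the list alone (median log2 fold change 0.25, adjusted p = 0.0039 from camera, adjusted p = 0.30 with an estimated correlation), which was lost without the study's own genes (adjusted p = 0.14). Macrophages make C1q, and the macrophage markers were higher in the same muscle, by a median of 0.63 (adjusted p = 0.17 with an estimated correlation). Among 100 splits, 6 gave a median as far from 0 for the complement list and 1 for the macrophage markers.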

Of note is that all 5 complement genes had increased expression. The response to stress and wounding GO groups had 10 genes with increased expression and 7 genes with decreased genes expression. 

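Of the stress and wounding genes of Table 3, 12 were tested in the diabetic sternohyoid, Kcnma1 rose, Hspb6 fell and 10 did not pass. Cdkn1a, an inhibitor of the cell cycle, had signals of 1704 ± 645 in diabetic and 698 ± 403 in normal rats, a log2 fold change of 1.37 (standard error 0.35, adjusted p = 0.10). Serpinh1, the collagen chaperone, had a fold change of -1.60 (adjusted p = 0.084) and Egfr of -1.54 (adjusted p = 0.20). Hspa2, a heat shock protein below the signal limit, had a fold change of -2.05 (exact permutation p = 0.0022), and the transcription factor Sox4 of -1.55 (exact permutation p = 0.017). Of 19 heat shock proteins, Hspb6 fell and none rose in the sternohyoid, 3 were lower when adjusted over the list alone, and the list did not pass (median log2 fold change -0.11, adjusted p = 0.060 from camera, adjusted p = 0.34 with an estimated correlation), nor did it in the diaphragm (adjusted p = 0.20). The list was lower in the sternohyoid than in the diaphragm when the difference was tested (median -0.29, adjusted p = 0.019 from camera, adjusted p = 0.33 with an estimated correlation, and 0.0060 from camera and 0.29 with an estimated correlation with each rat as a block).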

A subset of these genes were also included in the immune and inflammatory GO groups, including the 5 complement components with increased expression. However there were 10 genes in the stress and wounding GO groups that were not included in the immune and inflammatory GO groups.

To confirm changes in gene expression in diaphragm and sternohyoid, high throughput RT-PCR was performed on a subset of genes. The results which confirmed gene expression microarray data are presented Table 4. The direction of changes determined by PCR were in the same direction as that determined by expression arrays. There was a good and statistically significant correlation between the magnitude of altered expression measured by gene expression array and that measured by RT-PCR for these genes (Figure 1).

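The array fold changes computed here were set against the paper's PCR fold changes of Table 4, gene by gene and within each muscle. In the diaphragm the 15 genes, from Csrp3 and Mybph at the top to Pln and Myh4 at the bottom, gave a Pearson r of 0.979 and a Spearman rho of 0.981 across genes (permutation p = 1e-05 for each, the smallest that 100000 permutations allow). In the sternohyoid the 12 genes with a probe set of their own, with Decr1 highest and Acsl6 lowest, gave r = 0.966 (permutation p = 3e-05) and rho = 0.872 (permutation p = 0.00058). All 15 and all 12 genes had the same sign by both methods. Rising and falling genes form separate clusters, so r was also taken within the rising genes, where it was 0.968 over 10 genes in the diaphragm (permutation p = 0.00012) and 0.921 over 11 genes in the sternohyoid (permutation p = 0.00022). Without the 2 genes farthest from the median array fold, r was 0.969 in the diaphragm, without Myh4 and Pln, and 0.862 in the sternohyoid, without Acsl6 and Decr1. Genes are not independent replicates, the same tissue served both methods, and the study chose the genes from its list.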

**Table 4:** Confirmatory results for changes in gene expression in diaphragm and sternhyoid measured by real-time PCR

***DIAPHRAGM***				
***Gene symbol***	***Fold change by microarray***	***Fold change by PCR***	***P value by PCR***	
Csrp3	4.2	7.6	0.022	
Mybph	3.0	4.6	0.0010	
Decr1	2.0	3.9	<0.001	
Sln	1.6	3.3	0.037	
Dbi	1.7	2.6	0.013	
Adfp	1.6	2.1	<0.001	
Kcnma1	1.5	2.1	<0.001	
Crot	1.6	2.0	<0.001	
Lrp1	1.5	1.9	0.004	
Prkaa1	2.2	1.8	<0.001	
Gpd2	−1.7	−1.2	0.010	
Acsl6	−1.7	−1.4	0.0060	
Pln	−2.4	−1.9	0.017	
Apln	−2.2	−2.2	<0.001	
Myh4	−3.6	−4.8	0.01	
***STERNOHYOID***				
***Gene symbol***	***Fold change by microarray***	***Fold change by PCR***	***P value by PCR***	
Decr1	3.3	4.7	<0.001	
Cdkn1a	2.4	3.7	0.0090	
Acot2	2.4	3.3	0.0060	
Fcgr2b	2.2	4.0	<0.001	
C4a	2.0	2.4	<0.001	
Adn	1.8	2.5	0.0060	
Cpt1b	1.7	2.2	0.0050	
Kcnma1	1.6	1.9	0.0030	
Crot	1.6	2.9	0.0020	
C1qa	1.6	2.0	0.038	
Cfh	1.6	1.7	0.0010	
Cpt2	1.5	2.1	0.0040	
Slc27a1	1.5	2.1	0.023	
Acsl6	−1.6	−1.4	0.0020	

Fold changes (FC) in gene expression are represented in the last column.

**Figure 1:**
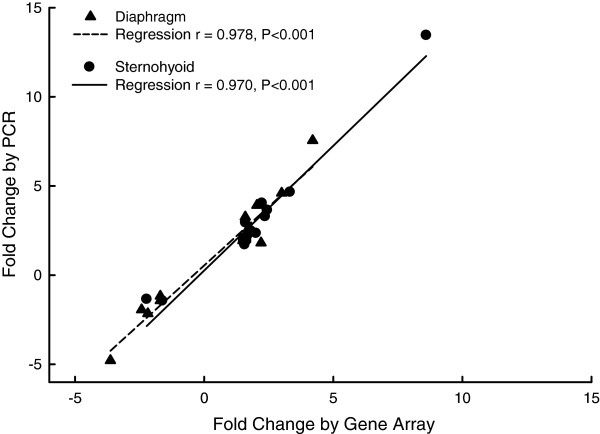
Relationship between fold changes in gene expression measured by gene expression microarray and real-time PCR.

## Discussion

### Lipid and carbohydrate metabolism

The pattern of carbohydrate and lipid substrate use is regulated closely to meet the metabolic demands of muscles at rest and during exercise and furthermore plays important modulatory roles in the pathophysiology of disease states such as diabetes. There is extensive biochemical literature indicating that diabetes results in a shift in cellular energetics away from carbohydrate and towards lipid metabolism. Diabetic diaphragm has reduced uptake and phosphorylation of glucose, phosphorylation of fructose-6-phosphate, glycoysis, oxidation of pyruvate and acetate, uptake of acetoacete, production of glycogen, the proportion of the active complex of pyruvate dehydrogenase, and activites of hexokinase, phosphorylase and phosphofructokinase [20-27]. In addition, diabetic diaphragm has increased fat metabolism, uptake and oxidation of free fatty acids, output of glycerol, capacity for mobilization of intracellular lipids and intracellular concentrations of triglycerides, free fatty acid and long-chain fatty acyl-CoA [27-30]. In type I diabetic rat heart glucose uptake and oxidation decreases, while fatty acid metabolism increases, indicating that diabetes shifts the pattern of cardiac energy metabolism in the same direction as the diaphragm [29,31]. Gerber et al. [32] has previously found that long chain fatty acids are the major energy source in streptozotocin-induced type I diabetic cardiac muscle with their beta-oxidation in mitochondria generating nearly 70% of the ATP. The gene expression changes which contribute to the carbohydrate to lipid metabolic shift have only been partially elucidated. In streptozotocin-induced diabetic rat diaphragm (a type 1 diabetes model), we found a small increase in expression of genes involved in lipid metabolism and a large decrease in expression of genes involved in carbohydrate metabolism, indicating that the gene expression contribution to the carbohydrate to lipid metabolic shift is directed most strongly at changes in carbohydrate metabolism [12] In contrast, type 1 diabetic rat heart has no significant change in carbohydrate gene expression but substantially augmented gene expression related to lipid metabolism [14]. The findings of the present study indicate that in diaphragm and sternohyoid muscles type 2 diabetes produces a similar overall shift favoring carbohydrate over lipid metabolism gene expression that was seen in type 1 diabetic rat diaphragm. However, data from the current and previous studies indicate that there are considerable differences between type 1 and type 2 diabetes (Tables 5 and 6), as well as between diaphragm and sternohyoid, in the number of genes with changed expression, the magnitude of the expression changes, and in the identity of the specific genes involved.

**Table 5:** Specific Gene Ontology groups and number of genes which were examined in more detail in type II diabetic diaphragm and the corresponding changes in genes in type I diabetic diaphragm in a previous study (12)

***GO group category & specific GO term***	***Diaphragm***		***Diaphragm***	
	***Type II***		***Type I***	
	***# genes***	***P value***	***# genes***	***P value***
***Metbolism - Lipid***				
Lipid metabolic process	9	0.019		
Long-chain fatty acid transport	2	0.048		
Cellular lipid metabolic process				
Fatty acid metabolic process				
Lipid transport				
Fatty acid transport				
***Metabolism - Carbohydrate***				
Carbohydrate metabolic process	7	0.04	8	0.000061
Monosaccharide metabolic process	6	0.0037	5	0.0059
Hexose metabolic process	6	0.0036	5	0.0059
Cellular carbohydrate metabolic process	6	0.034	5	0.005
Carbohydrate biosynthetic process	4	0.016		
Glycerol-3-phosphate dehydrogenase complex				
Glycerol-3-phosphate dehydrogenase activity				
***Muscle contraction***				
Sarcomere	4	0.0066		
Myofibril	4	0.01		
Contractile fiber part	4	0.01		
Contractile fiber	4	0.014		
Striated muscle contraction	3	0.014		
Muscle system process				
Muscle contraction				
Regulation of muscle contraction				
***Ion transport***				
Ion transport	12	0.0015		
Calcium ion binding	9	0.024	10	0.00003
Inorganic anion transport	5	0.0072		
Anion transport	5	0.015		
Regulation of ion transport	3	0.014		
Channel activity	6	0.031		
Magnesium ion binding				
***Collagen***				
Fibrillar collagen	3	0.0015	3	0.00033
Collagen	3	0.018	4	0.00014
Collagen type I	2	0.013		
***Blood circulation***				
Blood circulation	5	0.016		
Circulatory system process	5	0.017		
***Oxidoreductase activity***				
Oxidoreductase activity	10	0.035	8	0.024

**Table 6:** Genes with changed expression in diaphragm of type II and type I (12) diabetic rats that were assigned to specific statistically over-represented gene ontology (GO) terms

**TYPE II DIAPHRAGM**		
	***Gene***	***Fold***
***Oxidoreductase activity***	***Symbol***	***Change***
**2,4-dienoyl CoA reductase 1, mitochondrial**	**Decr1**	**2**
IMP (inosine monophosphate) dehydrogenase 2	Impdh2	1.6
Potassium large conductance calcium-activated channel subfamily M, alpha member 1	Kcnma1	1.5
Solute carrier family 30 (zinc transporter), member 4	Slc30a4	1.5
Coenzyme Q7 homolog, ubiquinone (yeast)	Coq7	−1.6
Glycerol-3-phosphate dehydrogenase 2, mitochondrial	Gpd2	−1.7
S100 calcium binding protein A3	S100a3	−1.7
Dicarbonyl L-xylulose reductase	Dcxr	−2
Phytanoyl-CoA dioxygenase domain containing 1	Phyhd1	−2.1
Transmembrane 7 superfamily member 2	Tm7sf2	−2.5
***Carbohydrate metabolism***		
protein kinase, AMP-activated, alpha 1 catalytic subunit	Prkaa1	2.2
UDP-glucose pyrophosphorylase 2	Ugp2	−1.5
Solute carrier family 2 (facilitated glucose transporter), member 4	Slc2a4	−1.5
Coenzyme Q7 homolog, ubiquinone (yeast)	Coq7	−1.6
6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	Pfkfb1	−1.7
**Glycerol-3-phosphate dehydrogenase 2, mitochondrial**	**Gpd2**	**−1.7**
Dicarbonyl L-xylulose reductase	Dcxr	−2
***Collagen***		
**Collagen, type I, alpha 2**	**Col1a2**	**−1.6**
**Collagen, type III, alpha 1**	**Col3a1**	**−1.7**
**Collagen, type I, alpha 1**	**Col1a1**	**−2**
Ficolin (collagen/fibrinogen domain containing) 1	Fcn1	−2.1
TYPE I DIAPHRAGM		
***Oxidoreductase activity***		
Cytochrome P450, family 2, subfamily e, polypeptide 1	Cyp2e1	6
Flavin containing monooxygenase 3	Fmo3	2.9
Crystallin, lamda 1	Cryl1	2.4
Lysyl oxidase	Lox	2.3
Ceruloplasmin	Cp	2.2
**2,4-dienoyl CoA reductase 1, mitochondrial**	**Decr1**	**2.2**
Aldehyde oxidase 1	Aox1	2.1
P450 (cytochrome) oxidoreductase	Por	2.1
***Carbohydrate metabolism***		
Neuraminidase 2	Neu2	−8.5
Phosphofructokinase, liver, B-type	Pfkl	−3.7
Solute carrier family 37 (glycerol-6-phosphate transporter), member 4	Slc37a4	−2.5
**Glycerol-3-phosphate dehydrogenase 2**	**Gpd2**	**−2.3**
Amylase 1, salivary	Amy1	−2.3
Phosphoglycerate mutase 2	Pgam2	−2.1
Lactate dehydrogenase A	Ldha	−2
Phosphoglucomutase 1	Pgm1	−2
Dihydrolipoamide S-acetyltransferase	Dlat	−2
***Collagen***		
**Collagen, type III, alpha 1**	**Col3a1**	**−3.7**
**Collagen, type 1, alpha 1**	**Col1a1**	**−3.5**
**Procollagen, type I, alpha 2**	**Col1a2**	**−3.2**
Fibrillin 1	Fbn1	−2.8
Secreted acidic cysteine rich glycoprotein	Sparc	−2.7
Collagen, type V, alpha 1	Col5a1	−2.4
Collagen, type V, alpha 3	Col5a3	−2.2

Fold changes in gene expression are represented in the last column. Genes in **bold** are common between type II and type I.

In the present study there were two metabolism genes with decreased expression in both the diaphragm and sternohyoid. The first gene was acyl-CoA synthetase long-chain family member 6 (Acsl6) which catalyzes the ligation of long chain fatty acids with coenzyme A to produce long chain acyl-CoAs (Figure 2). This gene also had decreased expression in streptozotocin-induced diabetic diaphragm [12] and heart [33]. Acetyl-CoA is converted to malonyl-CoA which in turn inhibits CTP1 and the transport of fatty acid into the cell [34]. The second metabolism gene with decreased expression in both muscles was thyroid hormone responsive (Thrsp), which is believed to be involved in lipogenesis [35,36]. 

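The signal of Thrsp was 255 ± 90 in diabetic and 510.5 ± 97.9 in normal rats in the diaphragm, a log2 fold change of -1.08 (standard error 0.23, adjusted p = 0.027), lost in 5 of 22 settings. In the sternohyoid Thrsp had a fold change of -2.10 that did not pass the test (adjusted p = 0.084).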

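Tm7sf2 lay below the signal limit in the diaphragm, with signals of 42.3 ± 11.8 in diabetic and 104 ± 25.1 in normal rats and all 5 diabetic arrays below all normal arrays (fold change -2.46, exact permutation p = 0.0022). Srebf1 had a fold change of -2.36 in the sternohyoid that did not pass the test (adjusted p = 0.22). As a group, genes of fatty acid synthesis were lower in the diaphragm, where Thrsp and Lpin1 (fold change -1.51, adjusted p = 0.030, lost in 8 of 22 settings), a phosphatidate phosphatase, fell among 16 (3 when adjusted over the list alone, median log2 fold change -0.20, adjusted p = 0.027 from camera, adjusted p = 0.14 with an estimated correlation), which was lost without the study's genes (adjusted p = 0.10) and without normal array 1 or diabetic array 3 (0.068 and 0.076). Lpin1 stood at 1359 on normal array 2 and at 820.5 to 1017 on the other normal arrays. In the sternohyoid 5 of 16 were lower and 1 higher when adjusted over the list alone, none was called over all genes, and the list did not pass (median log2 fold change -0.02, adjusted p = 0.57 from camera, adjusted p = 0.69 with an estimated correlation). Genes of cholesterol synthesis did not pass in either muscle (adjusted p = 0.28 and 0.51 from camera).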

The diaphragm had decreased expression of transmembrane 7 superfamily member 2 (Tm7sf2) which is involved in cholesterol biosynthesis, [37] while the sternohyoid had a decrease in sterol regulatory element binding transcription factor 1 (Srebf1) which regulates the transcription of genes important for sterol biosynthesis. Srebf1 also had decreased expression in limb muscle of 12-week old type 2 diabetic rat [11].

**Figure 2:**
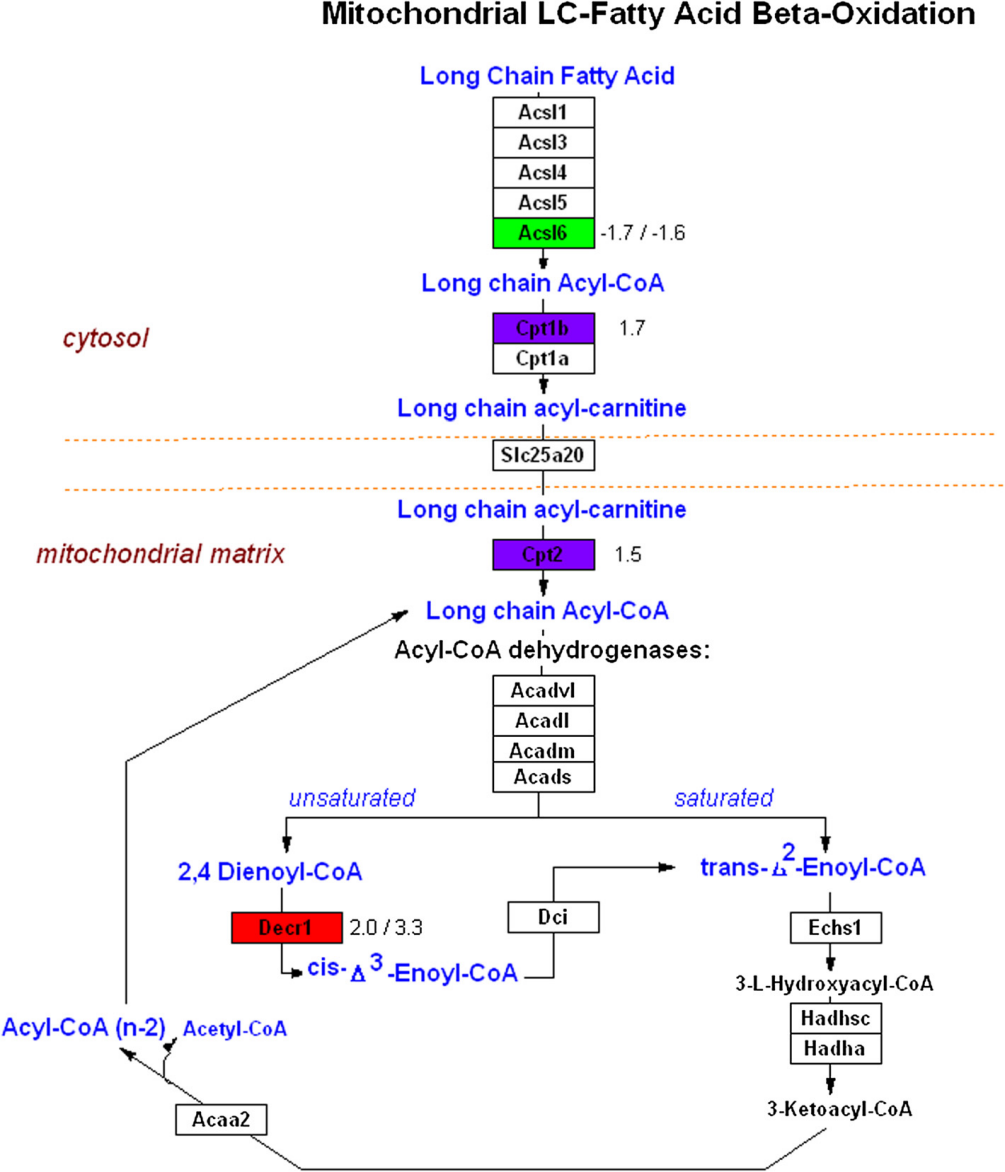
**Genes with changed expression in diabetic diaphragm and diabetic sternohyoid muscle that are involved in specific steps of fatty acid β-oxidation.** Genes with increased expression in both muscles diaphragm are indicated in red; genes with decreased expression in both muscles are indicated in green. Genes with increased expression in sternohyoid only are indicated in purple. Numbers indicate fold changes in diaphragm/sternohyoid.

There were several genes with increased expression in the lipid metabolism GO group that increased in previous studies of diabetes. 2,4-dienoyl CoA reductase 1 (Decr1) catalyzes the conversion of 2,4 dienoyl-CoA to cis-Δ^3^-enoyl-CoA and is involved in the mitochondrial long-chain fatty acid beta-oxidation pathway (Figure 2). 

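Decr1 had signals of 7979 ± 1133 in diabetic and 3910.2 ± 448 in normal rats in the diaphragm, a log2 fold change of 1.03 (standard error 0.11, adjusted p = 0.00052). In the sternohyoid they were 2811 ± 490.0 in diabetic and 846 ± 197 in normal rats, a log2 fold change of 1.75 (standard error 0.17, adjusted p = 0.00027). In each muscle every diabetic array lay above every normal array, and the call held in all 22 settings of the diaphragm and all 23 of the sternohyoid. The rise was larger in the sternohyoid by 0.72 on the log2 scale (standard error 0.20), with adjusted p = 0.016 with each rat as a block and 0.039 with the rat as a random effect and 0.26 without a block.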

In previous studies, Decr1 increased 5-fold in type 1 streptozotocin diabetic rat liver mitochondia [38], 2-fold in our previous studies in type 1 diabetic rat diaphragm [12] and heart [14], 2-fold in type 1 diabetic rat heart [39] and nearly four-fold in limb skeletal muscle of 12 week old type 2 diabetic rats [11]. Adipose differentiation related protein (Adfp) has increased expression in db/db mouse kidney [40]. Cell death-inducing DNA fragmentation factor (Cidea), also increased in the diabetic diaphragm, may play a role in lipolysis, but its role is still not clearly defined. 

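Cidea, a protein of lipid droplets in fat cells and brown fat, had signals of 2820.4 ± 702 in diabetic and 1305 ± 159 in normal rats in the diaphragm, a log2 fold change of 1.08 (standard error 0.15, adjusted p = 0.0020), lost in 1 of 22 settings, and every diabetic array lay above every normal array. In the sternohyoid Cidea was not called, with a fold change of 3.35 on a mean signal of 78.9 in normal rats, below the median of the arrays. The difference between the muscles was 0.40 on the log2 scale and did not pass (adjusted p = 0.85 from limma). Adipocyte markers as a list did not pass in the diaphragm (median log2 fold change 0.14, adjusted p = 0.28 from camera, adjusted p = 0.58 with an estimated correlation).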

In previous studies Cidea-null mutants have been diabetes-resistant [41,42]. It is possible that Cidea functions by modulating fatty acid metabolism since the Cidea-null mutants had much lower concentrations of plasma FFA and triglycerides [42].

In the sternohyoid, four out of the six lipid metabolism genes with increased expression (Cpt1b, Cpt2, Acot2 and Slc27a1) are also involved directly in fatty acid transport and oxidation. 

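Cpt1b, the muscle form of the enzyme that loads fatty acids onto carnitine, had signals of 3879 ± 522 in diabetic and 2323 ± 398 in normal rats, a log2 fold change of 0.75 (standard error 0.13, adjusted p = 0.031), lost in 8 of 23 settings. Cpt2 had a fold change of 1.55 (adjusted p = 0.084) and Slc27a1 of 1.52 (adjusted p = 0.090), and neither passed. Acot2 lay below the signal limit, at 167 ± 56.5 in diabetic and 71 ± 18.3 in normal rats, a fold change of 2.36 with all diabetic arrays above all normal arrays (exact permutation p = 0.0022). Of 24 genes of fatty acid beta-oxidation, Decr1 and Cpt1b rose and none fell in the sternohyoid, 11 were higher and 1 lower when adjusted over the list alone, and 18 lay above 0 (median log2 fold change 0.42, adjusted p = 1.9e-07 from camera, adjusted p = 0.27 with an estimated correlation). In the diaphragm Decr1 rose and Acsl6 fell among 24 (4 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.15, adjusted p = 0.017 from camera, adjusted p = 0.50 with an estimated correlation), a call lost with no signal limit (adjusted p = 0.074) and without normal array 5 or diabetic arrays 1 or 2 (0.067, 0.088 and 0.10). A median as far from 0 came up in 11 of 100 splits in the diaphragm and in 2 in the sternohyoid. The change of the list was higher in the sternohyoid (median difference 0.23, adjusted p = 0.00040 from camera, adjusted p = 0.63 with an estimated correlation), while 28 of 100 splits gave a difference as large, and 3 of 100 that keep the muscles of a rat together. Adipocyte markers were higher in this muscle too, by a median of 0.79 (adjusted p = 0.29 with an estimated correlation), and Aqp7, the glycerol channel of fat cells, had a fold change of 2.70 (adjusted p = 0.11).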

Carnitine palmitoyltransferase (Cpt1b) catalyses the transfer of long chain fatty acids to carnitine for translocation across the mitochondrial inner membrane and then Cpt2 is an inner mitochondrial membrane protein that converts long chain acylcarnitine to long chain acyl-CoA (Figure 2). They are also increased in streptozotocin-induced diabetic rat heart [32]. Cpt1b has heterogeneous changes, depending on tissue type. Cpt1b expression is increased in human type 2 diabetic adipose tissue [43] and type 1 diabetic rat heart [39]. However, it is reduced in human type II vastus lateralis [43] and streptozotocin-induced diabetic rat liver [44]. Acyl-CoA thioesterase 2 (Acot 2 or Mte1), catalyzes the hydrolysis of fatty acyl-CoA molecules into nonesterified fatty acid anions and free CoA in the mitochondria and has increased expression in heart and soleus of streptozotocin-induced diabetic rats [45]. Slc27a1 is a fatty acid transporter, which increases fatty acid supply when its expression is increased, and therefore is thought to increase fatty acid metabolism [46].

There were only two genes that had significantly decreased expression levels in the sternohyoid carbohydrate metabolism GO group (Gpd1 and Gpd2). Gpd2 expression was also decreased in diaphragm muscle. Gpd1 and Gpd2 are glycerol-3-phosphate dehydrogenase genes that are important members of the glycerol phosphate shuttle which are involved in the interconversion of glycerol-3-phosphate and dihydroxyacetone phosphate with concomitant reduction of FAD. Gpd2 also had decreased expression in the streptozotocin-induced diabetic rat heart [14] and diaphragm [12].

In addition to Gpd2, there were five other genes with decreased expression in the diaphragm that are involved in carbohydrate metabolism (Slc2a4, Ugp2, Dcxr, Pfkfb1, Coq7). Slc2a4, Glucose Transporter 4, is involved in transporting glucose across the membrane [47] and has diminished expression and function in type II diabetic rat heart [48] and slow muscle fibers and omental fat of type II diabetic patients [49,50]. Ugp2, UDP-glucose pyrophosphorylase 2 is essential for sucrose and polysaccharide synthesis [51] and has decreased expression in limb muscle of 12-week old type 2 diabetic rats [11]. The remaining 3 decreased diaphragm carbohydrate metabolism genes, Dcxr, Pfkfb1 and Coq7, were not significantly changed in any previous diabetes studies. Dicarbonyl L-xylulose reductase (Dcxr) functions in the metabolism of glucose [52]. 6-phosphofructo-2-kinase (Pfkfb1) is a rate limiting enzyme of glycolysis [53-57] which catalyzes the synthesis and degradation of fructose 2,6-bisphosphate. Coq7, coenzyme Q7, is a component of the electron transport chain which generates energy in the form of ATP.

### Muscle contraction

There has been a paucity of muscle contraction genes found to be altered due to diabetes in previous gene array studies. We are not aware of any muscle genes that were changed in the sternohyoid that have been found to be changed previously. However, the expression of cysteine and glycine-rich protein (Csrp3) gene increased in calf muscle in streptozotocin-induced diabetic mice, [58] similar to the diaphragm present study. This gene is thought to play a role in myogenesis. Mybph and Casq2 were the 2 genes that were increased in both muscles in the present study. Mybph is a skeletal muscle binding protein which binds myosin and is probably involved in the interaction with thick myofilaments in the A-band. Casq2 is a calcium binding protein that stores calcium for muscle contraction.

### Ion channels and transport

In our previous two studies of streptozotocin-induced type I diabetic heart and diaphragm gene expression we found decreased expression in 13 calcium binding genes in heart [14] and 10 calcium ion genes in the diaphragm [12].

Similar to the diabetic diaphragm in the present study, there was decreased expression of parvalbumin (Pvalb) in the nerve, [59] gastrocnemius [8] and diaphragm [12] of streptozotocin-induced type I diabetic rats. This protein binds two calcium ions and is involved in muscle relaxation. Previous studies have found conflicting results in levels of phospholamben (Pln) expression in diabetes. Pln is a key regulator of the sarcoplasmic reticulum ATPase and thus involved in calcium handling [60]. An increase in the mRNA and phospholamben protein levels is postulated to cause an increase in sarcoplasmic reticulum calcium reuptake inhibition [61]. In contrast to the current study, Zhong et al. [62] found a 31-60% increase in Pln in 4 and 6-week old streptozotocin-induced type I diabetic rat heart [62]. There was one previous study that found decreased Pln expression in streptozotocin-induced type I diabetic rat heart [63]. They also measured the amount of Pln phosphorylation by CaMK and PKA and found that to also be decreased and therefore postulated that because Pln phosphorylation inhibits the Pln inhibitory action, the decreased amount of Pln was still able to cause impaired Ca uptake. Glycerol-3-phosphate dehydrogenase (Gpd2) enhances lipid metabolism by binding calcium. Expression of this protein was decreased in streptozotocin-induced diabetic rat heart and diaphragm, [12,14] similar to the current study. The last decreased calcium binding gene in this group, S100 calcium binding protein A3 (S100a3), has not changed in any previous experiments with diabetes. The five increased calcium genes (Myl6b, Casq2, Itga7, Cacnb2 and Sln) have not had changed expression in previous diabetes studies. Their functions involve calcium binding and calcium channels. Sarcolipin (Sln) is also involved in sarcoplasmic reticulum calcium regulation similar to phospholamben, so it is possible that the increase in Sln expression could be a compensatory mechanism for the decrease in Pln.

In the diabetic sternohyoid, three of the five calcium channel genes with decreased expression (Fstl1, Atp2b3, Eef2k, Gpd2, Myl6b) were decreased in previous diabetes studies. Follistatin-like 1 (Fstl1) and glycerol-3-phosphate dehydrogenase (Gpd2) were decreased in streptozotocin-induced type 1 diabetic heart [14]. Atp2b3 protein content was decreased in insulin-resistant Wistar rat islet plasma membranes [64]. Several eukaryotic translation initiation and elongation factors are decreased in streptozotocin-induced diabetic rodent gastrocnemius muscle [8,65], however until the present study eukaryotic elongation factor kinase (Eef2k) has not previously been significantly changed due to diabetes. Eef2k is completely dependent on calcium and calmodulin and provides a key link between cellular energy status and the inhibition of protein synthesis [66-68]. Myl6b has not been significantly changed in previous studies involving diabetes. Five calcium genes were increased in the sternohyoid (Casq2, S100a4, Mgl1, C1qb and C1qa). The S100a4 gene was upregulated in a previous study in the peripheral leukocytes of streptozotocin-induced diabetic rats [69], while the other 4 did not have changed expression levels due to diabetes.

There are several genes that were classified in the ion channel GO grouping in the diaphragm that are involved in other channels besides calcium ions. These genes are Fxyd7, Scn3b and Kcnma1 which are involved in sodium and potassium channels, Clcn4-2, which is a voltage-gated chloride channel protein, Aqp1, which is a water channel, and Slc30a4, which is a zinc transporter. Lrp1 is a transmembrane receptor which functions in the endocytosis of over 40 structurally and functionally distinct ligands [70,71]. Aquaporin 1 (Aqp1) is the only non-calcium ion gene that has previously been examined in diabetes, however with conflicting results. Baelde et al. [72] found an increase in Aqp1 in human type II diabetic kidney, while others found no changes in protein levels in kidneys of streptozotocin-induced diabetic mice [73] and streptozotocin-induced diabetic rats [74].

There are also several genes that were classified in the ion channel GO grouping in the sternohyoid that are involved in other ion channels besides calcium. These genes are Fxyd2, Atp1b2 and Kcnma1 which are involved in sodium and potassium channels, Impa2 and Acsl6, which are regulated by magnesium, Slc16a3, which transports monocarboxylate, Amy1a, which binds bicarbonate, Chrnd, which binds acetylcholine, and Ltbp1, which binds TGF-B in order to regulate several collagens. Similar to the present study, Fxyd2, a Na/K ATPase regulator, has increased in human type II diabetic kidneys [72]. Changes in Atp1b2 and Kcnma1 expression have not been found in previous studies. In the present study, Impa2 increased and Acsl6 decreased. However in previous studies, the expression of Impa2 was decreased in type 2 genetically-affected (OLETF) diabetic cornea [75] and the expression of Acsl6 was decreased in streptozotocin-induced diabetic rat diaphragm [12] and heart [33]. The remaining non-calcium ion channel genes in the sternohyoid, Slc16a3, Amy1a, Chrnd and Ltbp1 did not have changed expression in previous studies of diabetes.

### Collagen

In the present study there were several collagen genes which were decreased in type 2 diabetic diaphragm (Col1a1, Col1a2, Col3a1) and sternohyoid (Col1a1, Col1a2, Col5a1), similar to previous studies. In previous studies, all of these collagen genes were significantly decreased in streptozotocin-induced diabetic rat diaphragm with fold changes greater than 2.0 [12]. Col1a2, Col3a1 and Col5a1expression were also decreased in streptozotocin-induced diabetic rat heart [14]. Col1a1 had decreased expression in db/db type 2 diabetic mice [76] and streptozotocin-induced diabetic rat gastrocnemius [8]. Col1a2 was decreased in newly forming bone of streptozotocin-induced diabetic mice [77].

### Blood circulation

In the blood circulation group that had significant changes in only the diaphragm, there was only one gene that was not also listed in another group and therefore not mentioned yet. Apelin (Apln) plays a role in normal glucolipidic metabolism [78] and has had conflicting results in previous experiments. The results of the present study agree with the results previous results of low plasma levels in type II diabetic Chinese humans [79,80]. There have also been other reports of both increased and decreased Apln levels in patients with type 2 diabetes [79,81].

### Oxidoreductase

In a previous study in streptozotocin-induced diabetic rat diaphragm, we found an increased expression in genes related to oxidative stress [12]. In the present study, there were 3 genes that were not also listed in another GO group (Decr1, Impdh2, Phyhd1). Decr1 catalyzes the conversion of trans-2,3-didehydroacyl-CoA and NADP(+) into trans,trans-2,3,4,5-tetradehydroacyl-CoA and NADPH. Similar to the present study, we have previously found an increase in expression in streptozotocin-induced diabetic rat heart [14]. Others have also found a 5-fold stimulation of activity in the liver mitochondria of streptozotocin-induced diabetic rats [38] and an increased expression in limb skeletal muscle of Zucker diabetic fatty rats [11]. Impdh2 and Phyhd1 have not had changed expression in previous diabetic studies.

### Immune & inflammatory, and response to stress & wounding

Most of the genes in these categories had increased expression in the diabetic sternohyoid, similar to a previous study in streptozotocin-induced diabetic liver [82]. However, these increases were completely absent in the diabetic diaphragm in the present study as well as type 1 diabetic diaphragm in our previous study^12^. Some of the sternohyoid genes with increased expression are depicted on the complement activation, classical pathway (Figure 3). One of the genes involved in the pathway is adipsin (Adn). Adipsin assembles with complement factor B to enzymatically cleave complement factor C3 to C3a-des-arg/ASP (acylation stimulating protein), which stimulates triglyceride production in adipose tissue [83]. It is the one complement component that has had changed expression due to diabetes in previous studies. Adipsin has increased in streptozotocin-induced diabetic mouse endothelium [83] and in streptozotocin-induced diabetic rat adipose tissue [84]. The complement factors (C1qb, C1qa, Cfh) are also involved in the complement activation classical pathway (Figure 3), but have not changed expression levels due to diabetes in previous studies. Cdkn1a is a cyclin-dependent kinase inhibitor [82]. It regulates cell division by arresting the cell cycle and is induced by oxidative stress [85,86]. Cdkn1a has increased expression in cardiac and soleus muscle of streptozotocin-induced diabetic rats [45] and liver of streptozotocin-induced diabetic mice [82].

**Figure 3:**
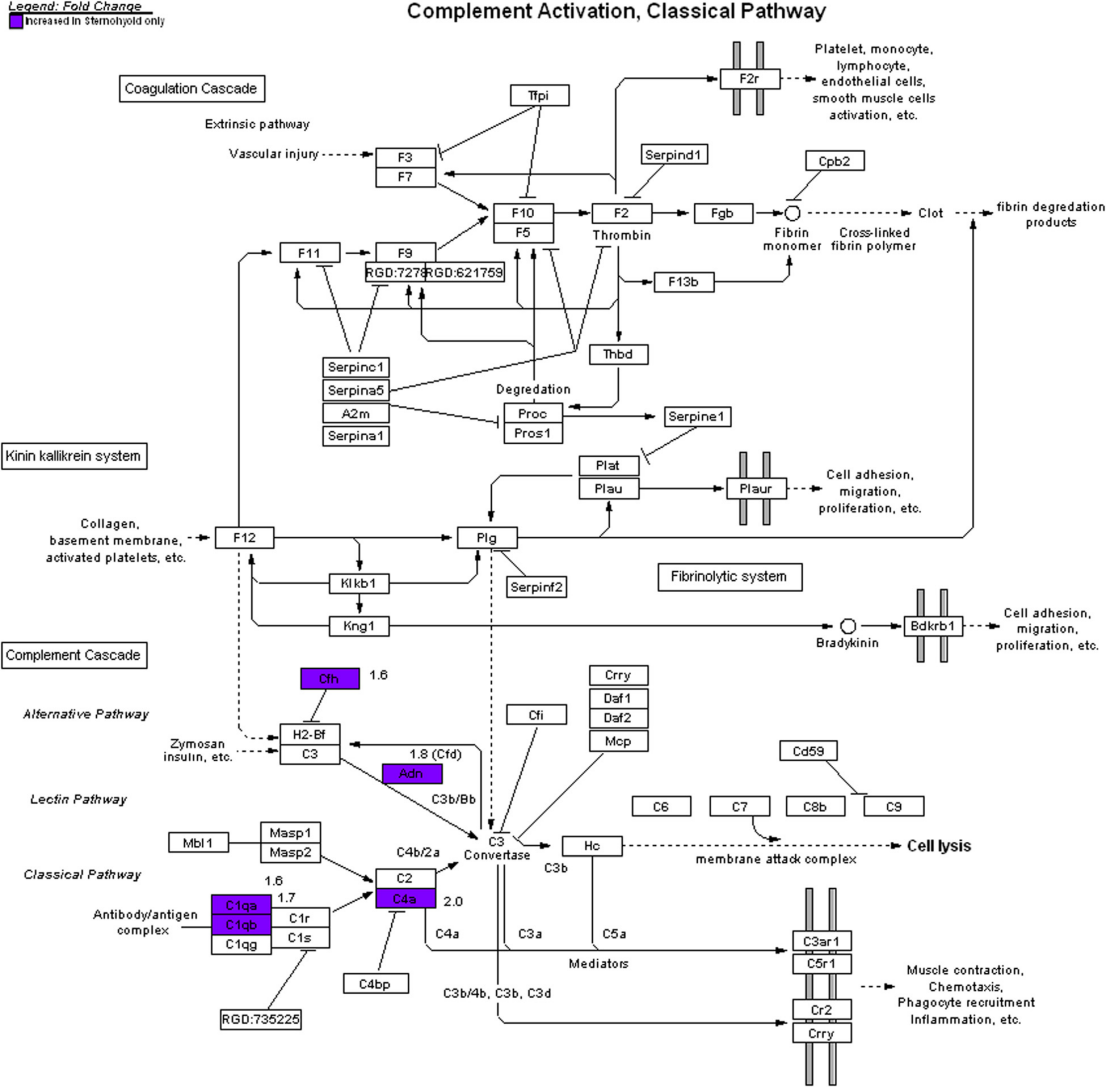
**Genes with changed expression in diabetic sternohyoid muscle that are involved in specific steps of the complement activation pathway.** Genes with increased expression in sternohyoid only are indicated in purple, with numbers indicating fold changes. There were no changes in complement-related gene expression changes in the diaphragm.

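In the diaphragm, 17 genes of the complement system were tested, 9 lay above 0 and 8 below, and none was called. The list had a median log2 fold change of 0.03 and a mean of -0.01, and its test pointed upward (adjusted p = 0.88 from camera), so that the mean differs in sign. The change of the list missed the threshold in the test of the difference between sternohyoid and diaphragm (median 0.22, adjusted p = 0.12 from camera, 0.077 with each rat as a block). Cfd differed by 1.30 on the log2 scale (adjusted p = 0.013 with each rat as a block and 0.032 with the rat as a random effect, 0.23 without a block), and the probe set shared by C4a and C4b by 1.25 (adjusted p = 0.016 with each rat as a block and 0.011 with the rat as a random effect, 0.075 without a block).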

All of the immune and inflammatory genes in the sternohyoid with increased expression are contained in the stress and wounding group too. The three genes with decreased expression (Dpp4, Mx1 and Spon2) are not contained in the stress and wounding group or any other of the significant GO groups in this study. Dipeptidyl peptidase IV (Dpp4) is a serine protease that exists on the surface of various types of cells and in a soluble form in plasma [87]. Circulating Dpp4 levels have been reported to be both increased [88,89] and decreased [90,91] in type 2 diabetic patients and increased in type I diabetic patients [88]. Dpp4 increases have been measured in many tissues of streptozotocin-induced diabetic rats [92]. Mx1 and Spon2 have had altered gene expression due to diabetes in any previous study.

## Conclusions

In conclusion, the current study shows that type 2 diabetes produces significant changes in gene expression of the diaphragm and sternohyoid muscles, many of which were not expected based on previous data on type 1 streptozotocin-induced diabetic diaphragm [12] as well as on both types 1 and type 2 diabetes in other muscle types [8-11,14,32,93]. The diaphragm had more gene expression decreases in carbohydrate metabolism due to diabetes than the sternohyoid, while the increases in lipid metabolism genes were similar in both muscles. Thus there was a larger metabolic gene expression shift in the diaphragm than the sternohyoid. However, for several other processes there were more closely shared magnitudes of gene expression changes (muscle contraction, ion transport, collagen). In addition, there were several gene expression changes in the diabetic sternohyoid that were not present in the diaphragm (immune & inflammatory, response to stress & wounding) and vice versa (oxidoreductase activity, blood circulation). 

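The lists of glucose use did not pass the test of a difference between the muscles. The change of glycolysis genes differed between sternohyoid and diaphragm by a median of -0.02 (adjusted p = 0.81 from camera), that of glycogen genes by 0.01 (0.96) and that of citric acid cycle genes by 0.14 (0.20). With each rat as a block none of these passed either (adjusted p = 0.88, 0.88 and 0.11 from camera), while 3 of 100 splits of whole rats gave a citric acid cycle difference as large. Slc2a4 fell in the diaphragm and had a fold change of -1.38 in the sternohyoid (adjusted p = 0.29), a difference of 0.14 (adjusted p = 0.92). Of genes of insulin and AMPK signalling, Tbc1d1 and Prkaa2 fell among 16 in the sternohyoid and the list was lower (median log2 fold change -0.11, adjusted p = 0.028 from camera, adjusted p = 0.17 with an estimated correlation), a call lost without the study's genes (adjusted p = 0.14) and without normal array 4 or diabetic arrays 1 or 5 (0.060, 0.051 and 0.078). In the diaphragm that list did not pass (median log2 fold change 0.01, adjusted p = 0.95 from camera, adjusted p = 0.96 with an estimated correlation), with a mean of -0.02 below 0 and a test upward. The change of the PPAR targets of fatty acid use was higher in the sternohyoid (median difference 0.36, adjusted p = 0.017 from camera, adjusted p = 0.72 with an estimated correlation), while 35 of 100 splits gave a difference as large, and 2 of 100 that keep the muscles of a rat together. The change of adipocyte markers, of which none was called in the sternohyoid and 1 rose and 1 fell in the diaphragm, was higher there as well with each rat as a block (median difference 0.34, adjusted p = 0.014 from camera, adjusted p = 0.22 with an estimated correlation), though not without a block (adjusted p = 0.11). From the larger number of carbohydrate genes that it counts as decreased in the diaphragm, with like increases of lipid genes in both muscles, the paper concludes that the metabolic shift was larger in the diaphragm.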

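With the preset correlation of camera, lists of fatty acid use were higher and those of glycolysis, oxidative phosphorylation, fast fibres and collagens lower in both diabetic muscles, macrophage markers were higher in the sternohyoid, and MHC class II genes were lower in the diaphragm. Of the 32 lists tested in each muscle, 14 passed in the diaphragm and 17 in the sternohyoid with that correlation, and none passed with an estimated correlation. Other splits of the arrays called a median of 6 lists in the diaphragm and 9 in the sternohyoid with the preset correlation. Of 7 MHC class II genes in the diaphragm all lay below 0 and 3 fell, RT1-Ba (fold change -1.84, adjusted p = 0.028, lost in 6 of 21 settings), RT1-Bb (fold change -1.61, adjusted p = 0.047, lost in 14 of 21 settings) and Cd74 (fold change -1.47, adjusted p = 0.029, lost in 10 of 22 settings), the invariant chain, with 6 lower when adjusted over the list alone (median log2 fold change -0.64, adjusted p = 1.2e-06 from camera, adjusted p = 0.14 with an estimated correlation). In the sternohyoid none was called (median log2 fold change 0.03, adjusted p = 0.98 from camera, adjusted p = 0.98 with an estimated correlation), and the difference between the muscles had a median of 0.52 (adjusted p = 8.7e-05 from camera, adjusted p = 0.33 with an estimated correlation), which 7 of 100 splits matched, and 1 of 100, the real one, among those that keep the muscles of a rat together.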

The upper airway muscles and diaphragm therefore have targets in common as well as individual targets for future treatment strategies aimed at improving muscle function in diabetes and obstructive sleep apnea.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MM carried out studies, performed the statistical analysis and helped to draft the manuscript. EvL conceived of the study and participated in its design and coordination and helped to draft the manuscript. Both authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1472-6823/13/43/prepub

## Supplementary Material

Additional file 1 **Complete list of genes with at least ±1.5-fold changed expression in diaphragm and sternohyoid of diabetic animals.** Fold changes (FC) in gene expression are represented in the last column. Click here for file

# Supplementary material for: Gene expression of sternohyoid and diaphragm muscles in type 2 diabetic rats
**Source:** BMC Endocr Disord. 2013 Oct 7;13:43. doi: 10.1186/1472-6823-13-43
**Supplement:** Additional file 1 — Complete list of genes with at least ±1.5-fold changed expression in diaphragm and sternohyoid of diabetic animals. Fold changes (FC) in gene expression are represented in the last column.

**Additional file 1 - Complete list of genes with at least ±1.5-fold changed expression in diaphragm and sternohyoid of diabetic animals.**

Fold changes (FC) in gene expression are represented in the last column.

How the deposited data were processed for this re-analysis (not part of the article)

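RNA of the diaphragm and the sternohyoid of 11 male Zucker diabetic fatty rats aged 18 weeks was measured on 22 Affymetrix RAE 230A arrays, 1 per muscle and rat, from 6 normal (lean) and 5 diabetic (obese) rats. The signal intensity values were made by the authors with GCOS version 1.4, which combined the probe pairs of each probe set into 1 value and scaled each array, and they were used as deposited, as linear signals. Mean signals without the highest and lowest values were 488 to 493 on every array, and single signals ranged from 0.026 to 70863. No further normalization was applied. Control probe sets, 57 in all, were left out, apart from beta-actin and GAPDH as measures of the arrays. In the annotation, 12789 probe sets carried 1 gene symbol, 312 several and, with controls left out, 2771 none. The single symbols stood for 10412 genes. With the probe sets that have no single symbol there were 13494 features. These counts do not sum exactly, and the reason was not traced. The brightest probe set stood for a gene. Affymetrix present calls, the authors' BAM test and their GO grouping by DAVID were not used here. No data on protein or force were analysed here.

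Diabetic and normal rats were compared within each muscle with limma 3.58.1 in R 4.3.3 on log2 signals, with a trend of the variance with intensity and Benjamini-Hochberg adjustment, for features with at least 5 arrays at or above the array's median. A gene was called at an adjusted p under 0.05, and counted again where the ratio of group mean signals was at least 1.5 either way. The difference of the diabetic change between muscles and the difference between normal muscles were tested in 1 fit of all 22 arrays. The sample numbers were taken to pair the muscles of a rat, since within groups the residuals of all 11 pairs correlated above 0.1 (0.230 to 0.461), and 9 of 11 arrays correlated best with their own pair, and values with the rat as a block stand beside that comparison. Within a muscle, normal and diabetic arrays of the same number, which are different rats, correlated by -0.079 to 0.218 in the diaphragm and -0.013 to 0.292 in the sternohyoid. Whether the number marks something other than the rat was not tested. Gene lists were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, where at least 5 members were tested. Exact permutation tests over 462 splits and correlations with 100000 permutations were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, tables were handled with pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. On simulated data with 200 changed genes, the test recovered 50.7% of 1.5-fold and 89.2% of 2-fold changes in the diaphragm, 49.2% and 89.2% in the sternohyoid, and 24.2% and 69.7% for the difference between muscles, with 2.52%, 2.53% and 6.72% false calls. The number of arrays limits the precision.

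The comparisons, the alternatives, the rule for named genes and 39 gene lists (26 of pathways and 13 of cell type markers, with 800 genes, 688 of them on the array) were set before the data were examined, but after the paper's tables had been read. By that rule the text can name, in each muscle, the 10 called genes with the largest rises and the 10 with the largest falls among those whose groups do not overlap, genes that the paper names, whose folds had been seen in its tables, and the 4 members of a list with the smallest adjusted p. It can also name the 5 genes in each direction with the smallest adjusted p for the difference between muscles, and with the largest ratio between normal muscles. Which of these are printed was chosen after their values were seen. The alternatives were quantile normalization, a shift to equal 75th percentiles, no filter, a stricter filter at the 65th percentile, a pseudocount, no trend of the variance, a robust variance, 1 fit of all 22 arrays, the mean over probe sets, folds from mean log2 signals, the replicate number as a block, and leaving out each array in turn. Chosen after seeing the data were the fits without normal sternohyoid arrays 1 and 2, also with diabetic diaphragm array 2 left out, which correlate less with the rest, the list tests with a shift to equal 75th percentiles or a block, the splits of whole rats, and the list tests of the difference between muscles and between normal muscles. Genes below the filter that the study lists were tested by an exact permutation test. No sample was left out of the values reported at the claims.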

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

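The tests of normal sternohyoid arrays 1 and 2, of lists whose change differs between muscles, of splits of whole rats, and of the order of the muscles with 1 spread over all 22 arrays, a fit that was itself chosen earlier, were chosen after the result was seen.

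Some arrays lay far from the others of their group, with a gap to the nearest that was large for the group's range. Normal diaphragm array 3 had a GAPDH 3'/5' ratio of 1.18, against 1.02 to 1.08, and diabetic diaphragm array 2 a median Spearman correlation of 0.924 with the other arrays of its muscle, against 0.964 to 0.972. On normal diaphragm arrays, Slc2a4 stood at 7562 on array 1 (others 5451 to 6224), Clcn4 at 433 on array 1 (307 to 346), Pvalb at 9181 on array 2 (12877 to 13959.6), Lpin1 at 1359 on array 2 (820.5 to 1017), Ndufb7 at 6728 on array 5 (7604 to 7873) and Spon2 at 442 on array 5 (221 to 289). On diabetic diaphragm arrays, Chrnd stood at 2217 on array 3 (others 1080.4 to 1353), Mt2A at 5445 on array 3 (799 to 1925), Bex1 at 2259 on array 3 (824 to 908), Mb at 22990.5 on array 3 (18977 to 20102) and Myh1 at 5629 on array 4 (7192 to 7424). In the sternohyoid, Kcnma1 stood at 529 on normal array 6 (680.1 to 749) and the probe set shared by C4a and C4b at 359.9 on diabetic array 4 (599 to 682). These are 2 of 40 groups of array measures and 13 of 220 groups of gene signals, where chance gives about 1 in 20.

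The diabetic change differed between the muscles in 7 genes or probe sets by the test of the difference, with 4 to 20 when single arrays were left out. The change in the sternohyoid minus that in the diaphragm was -1.07 for Ndrg4 and, near background in the sternohyoid, -2.07 for Pik3c2g on the log2 scale, and 2.12, 1.28, 0.71, -0.98 and -4.40 for 5 probe sets with no single gene symbol. With each rat as a block 47 genes differed, and with the rat as a random effect 38. Chance can be excluded, since 1 of 100 splits, the real one, called as many genes, and the highest of the others called 0 by limma. These splits part the muscles of a rat, and with splits of whole rats and each rat as a block chance can be excluded as well, with 47 genes against 7 in the highest other (1 of 100).

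Matched by gene symbol, genes that pass the test outside the list of the study numbered 140 in the diaphragm and 8 in the sternohyoid. At 1.5-fold, the limit of that list, they numbered 53 and 6. The sternohyoid counts include the probe set shared by C4a and C4b (fold change 2.00), although the study lists C4a. For the counts of called genes chance can be excluded in the diaphragm, with 191 genes against 7 in the highest other split (1 of 100 splits gave as many), and in the sternohyoid, with 27 (2 of 100), where another split called 63, more than the real count, which may reflect a structure of the samples that was not tested. For the 6 genes called in the same direction in both muscles the splits of whole rats cannot decide whether sharing is due to chance. The highest other of 100 called 0 by limma (1 of 100 gave as many). But other splits within a muscle called a median of 0 genes, so that almost none were left to share. At an unadjusted p under 0.05 in both, 268 genes stood against 180 in the highest other, a count that also grows with the changes in each muscle. Signs shared between the muscles were as frequent in other splits (11 and 38 of 100). Signals in gene groups that the paper does not discuss were a median log2 fold change of -0.27 for oxidative phosphorylation and -0.64 for MHC class II genes in the diaphragm, and of 0.63 for macrophage markers in the sternohyoid. For the number of lists called chance cannot be excluded in the diaphragm, with 14 lists against a median of 6 and at most 20 in other splits (7 of 100). For the count alone it can be excluded in the sternohyoid, with 17 against a median of 9 and at most 18 (3 of 100). Since other splits called many lists, a p from camera with the preset correlation does not by itself exclude chance for a list. Chance cannot be excluded for the difference between muscles, with 5 against a median of 7 and at most 18 (68 of 100), where the splits were drawn within each muscle and part the muscles of a rat. With splits of whole rats and each rat as a block, 7 lists were called against 18 in the highest other (36 of 100), so that chance cannot be excluded there either. The paper does not compare normal sternohyoid and normal diaphragm in its own data. From earlier work it gives carbohydrate metabolism genes as higher and lipid metabolism genes as lower in the sternohyoid. Between normal muscles 3761 genes differed, against 1242 in the highest other split (1 of 100), so that chance can be excluded by these splits. They do not keep the pairing of the muscles by rat, and splits that keep it were not drawn for this comparison. With each rat as a block 4263 genes differed.

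Fewer genes were called in the sternohyoid than in the diaphragm. The spread of log2 fold changes was no smaller there (SD of the diaphragm over that of the sternohyoid 0.909). With noise removed, the SD was 0.188 in the diaphragm and 0.192 in the sternohyoid, so that the spreads were about alike. Without normal sternohyoid arrays 1 and 2 the count was 7, while the diaphragm without pairs of normal arrays had 22 to 60 (median 38). These values argue against smaller changes and against normal sternohyoid arrays 1 and 2. A spread estimated for each muscle apart stays open, since 1 spread over all 22 arrays gave 162 genes in the sternohyoid and 75 in the diaphragm, but these counts had been seen before the test was set, and that fit also has more residual degrees of freedom. A wider spread between sternohyoid arrays stays open, since the median residual SD was 1.18 times that of the diaphragm, between the bounds set for and against it. A different response to diabetes was seen in 7 genes, and in 47 with each rat as a block, but whether it accounts for the order was not tested and stays open.

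Of 15 complement genes in the diabetic sternohyoid 10 lay above 0 and 5 below, none was called, and the list passed camera with its preset correlation, but not without the study's genes (adjusted p = 0.14) or with an estimated correlation (adjusted p = 0.30), and 6 of 100 splits gave a median as large. Macrophage markers outside the complement list and the study list had a mean log2 fold change of 0.50 (standard error over markers 0.06) with 7 of 7 above 0, so that more macrophages in the tissue may account for it, though no cells were sorted or counted. The list of all 14 markers did not pass with an estimated correlation (adjusted p = 0.17 from camera). The standard error is over the 7 markers, which share the same arrays, and not over rats. The brightest of these 7, Ctss and Fcer1g, had mean signals of 653 and 524 in normal and 820.2 and 716 in diabetic rats, neither called (adjusted p = 0.37 and 0.18), and Lyz2, brightest of all 14 markers that passed the filter and 1 of 6 that the study lists, rose from 1919 to 3219, while the complement list holds 3 of the 14. Lymphocytes stay open, since their 10 markers lay below the median of every array and had a mean of -0.094 (standard error 0.18). A change of complement genes within cells stays open, untested.

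Fast fibre genes were lower in the diabetic diaphragm by camera with its preset correlation, which was lost with an estimated one (adjusted p = 0.14). The array that correlated least with the others, diabetic diaphragm array 2, does not account for it, since without it the mean log2 fold change kept 0.966 of its size. A smaller share of muscle fibre RNA could not be told from its absence, with a mean of -0.081 (standard error 0.052) over muscle fibre markers outside the fast and slow fibre lists. A shift toward slow fibre genes stays open too, with a mean of 0.11 (standard error 0.21) over members that moved both ways, from -1.28 for Pln to 2.49 for Csrp3. An effect of diabetes on the fast fibre program itself was not tested apart from these.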

How the results depend on the processing

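The fits without normal sternohyoid arrays 1 and 2, and those that also leave out diabetic diaphragm array 2, were chosen after the result was seen. No named gene and none of the lists that passed turned its direction in the alternatives that were run, while the fold change of Gsta3 in the sternohyoid, below the filter, turned from -1.33 to 1.27 without normal array 4. Arrays give no depth, and dim probe sets near background were left out of the test by the filter. Of 1397 results for 64 named genes in the diaphragm, 1148 stayed on their side of the threshold, 230 fell below it and 19 rose above it, and 17 genes were called in every alternative. In the sternohyoid 882 of 1038 results for 46 genes stayed, 122 fell below and 34 rose above, for the difference between muscles 627, 53 and 23 of 703 for 22 genes, and all 192 for 6 genes between normal muscles. The count between normal muscles (3422 to 3939 with each array left out) and the correlations of array and PCR folds (0.956 to 0.983 and 0.949 to 0.974) did not move by over 1.5 times, but the balance between normal muscles turned, from 1604 higher and 2157 lower in the sternohyoid to 1847 and 1809 after quantile normalization and 1988 and 1782 after a shift to equal 75th percentiles.

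With 1 fit of all 22 arrays, the diaphragm had 75 genes in place of 191, and 59 in place of 104 at 1.5-fold, the sternohyoid 162 in place of 27, and 102 in place of 25, which turned the order of the muscles, and both muscles shared 18 in place of 6. Without a trend of the variance the diaphragm had 114 genes, and without a filter the sternohyoid had 16, and 15 at 1.5-fold. With the replicate number as a block, though the numbers mark different rats within a muscle, the diaphragm had 124 genes and the sternohyoid 44, and 44 at 1.5-fold. With each rat as a block 47 genes differed between muscles in place of 7, and 38 with the rat as a random effect. Without normal sternohyoid arrays 1 and 2 the sternohyoid had 7 genes, and 7 at 1.5-fold, and without these and diabetic diaphragm array 2 the difference had 4. With each array left out in turn the diaphragm had 88 to 188 genes, and 63 to 114 at 1.5-fold, the sternohyoid 5 to 43, and 5 to 36, and the difference 4 to 20. The diaphragm had 89 without normal array 1, 106 without normal array 2, 113 without normal array 3, 121 without normal array 4, 115 without normal array 5, 88 without normal array 6, and at 1.5-fold 66 without normal array 1, 63 without normal array 6. The sternohyoid had 6 without normal array 1, 5 without normal array 2, 16 without normal array 4 or diabetic array 5, 11 without normal array 5, 8 without normal array 6, 43 without diabetic array 3, and at 1.5-fold 6 without normal array 1, 5 without normal array 2, 16 without normal array 4 or diabetic array 5, 11 without normal array 5, 8 without normal array 6. The difference had 4 without normal diaphragm array 1 or normal diaphragm array 2 or normal diaphragm array 6 or diabetic diaphragm array 4 or normal sternohyoid array 1 or normal sternohyoid array 4 or normal sternohyoid array 5 or normal sternohyoid array 6 or diabetic sternohyoid array 5, 20 without diabetic sternohyoid array 3. With an estimated correlation camera called 0 lists in each muscle, with 6 in the diaphragm and 6 in the sternohyoid at an unadjusted p under 0.05, in place of 14 and 17. The cause was not tested, apart from the smaller number of arrays where arrays were left out.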

Differences from the paper's values

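The alternatives were set before the data were examined, except the sternohyoid fit without normal arrays 1 and 2, and the 15 of a fold change are normalizations, probe set and fold definitions, and arrays left out. The paper's fold change of Prkaa1 in the diaphragm is 2.2, and the value here is 1.28, with no alternative of 15 that closes the gap, while a dimmer probe set of the gene gives 2.21, and the mean over its probe sets calls the gene (adjusted p = 0.013, 0.013 to 0.36 over 22 alternatives). For Igf2r the paper's value is 1.9 and the value here 1.38, with no alternative of 15 closing the gap, while another probe set of the gene gives 1.87. For Hipk2 the paper's value is 1.8 and the value here 1.16, under all 15 alternatives differing. In the sternohyoid the paper's value for Nudt4 is 2.1 and the value here 1.61, differing under all 15, while another probe set gives 2.07. For Gsta3 the paper's value is 1.6 and the value here -1.33, which differs under 14 of 15 alternatives but not without normal array 4 (1.27), on signals near background. The paper counts 50 genes higher and 52 lower at 1.5-fold in the sternohyoid, by its own test and present calls, and limma at an adjusted p under 0.05 gave 14 and 11. Of the 22 alternatives set before the data were examined, 1 fit of all 22 arrays came within 1.5 times of the paper's counts, with 49 and 53 genes, and the others did not, nor did the fit without normal arrays 1 and 2.

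The paper lists genes as changed that limma did not call here. Of the 75 listed genes tested in each muscle, 51 were called in the diaphragm and 19 in the sternohyoid, and all lay in the listed direction. Other settings called listed genes that are not among these: in the diaphragm 7 with leaving out diabetic array 1, 5 with no filter or leaving out diabetic array 5, 4 with leaving out diabetic array 3, 3 with the mean over probe sets or the replicate block or leaving out diabetic array 4, 2 with leaving out normal array 4 or leaving out normal array 5 or leaving out diabetic array 2, 1 with a shift to equal 75th percentiles or a stricter filter or a pseudocount or no trend of the variance or 1 fit of all 22 arrays or leaving out normal array 3, and in the sternohyoid 31 with 1 fit of all 22 arrays, 8 with leaving out diabetic array 3, 7 with the replicate block, 4 with leaving out normal array 3, 3 with a stricter filter or a pseudocount or the mean over probe sets, 2 with leaving out normal array 4 or leaving out diabetic array 2, 1 with a robust variance or leaving out diabetic array 4 or leaving out diabetic array 5 or the fit without normal arrays 1 and 2. The paper lists Myl6b as higher in the diaphragm and lower in the sternohyoid, and the probe set that the gene shares with others had fold changes of 1.04 (adjusted p = 0.85) and -1.18 (adjusted p = 0.31). Another probe set, with no single gene symbol, had log2 fold changes of 2.66 in the diaphragm and -1.74 in the sternohyoid, the directions listed for Myl6b. Whether it is the probe set behind the paper's values was not tested, so the paper's result for Myl6b is left undecided. In all, 1 fit of all 22 arrays called 28 listed genes in the diaphragm and 50 in the sternohyoid. The paper states that no complement gene changed in the diaphragm, and none of 17 was called here, while it lists the ficolin Fcna, which it names Fcn1, as lower, as here (fold change -2.09), and a probe set shared by C7 and another gene as lower, with a fold change of -1.63 here that limma did not call (adjusted p = 0.10). It gives Crot in the sternohyoid as 1.6 in its tables and 2.5 in its additional file, and the value here is 2.50. It counts Thrsp as lower in both muscles, and limma called it in the diaphragm, while its fold change in the sternohyoid is -2.10 (adjusted p = 0.084).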

Other observations

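The list tests between normal muscles were chosen after the result was seen. Normal sternohyoid and normal diaphragm differed in 3761 of 7776 genes, 1604 higher and 2157 lower in the sternohyoid, with 6 rats in each group, a balance that turned after quantile normalization (1847 and 1809) and a shift to equal 75th percentiles (1988 and 1782). Fast fibre genes were higher in the sternohyoid, 14 of 17 called higher and 1 lower (median log2 difference 0.55, adjusted p = 2.3e-06 from camera, adjusted p = 0.22 with an estimated correlation), and slow fibre genes lower, with 11 of 14 (median log2 difference -2.29, adjusted p = 3.2e-07 from camera, adjusted p = 0.16 with an estimated correlation). Genes of beta-oxidation were lower, 21 of 24 (median log2 difference -1.19, adjusted p = 3.1e-08 from camera, adjusted p = 0.16 with an estimated correlation), as were genes of glutathione and antioxidant enzymes, 21 of 33 (median log2 difference -0.56, adjusted p = 1.7e-05 from camera, adjusted p = 0.024 with an estimated correlation), endothelial markers, 15 of 15 (median log2 difference -0.78, adjusted p = 1.7e-05 from camera, adjusted p = 0.035 with an estimated correlation), macrophage markers, 14 of 16 (adjusted p = 1.7e-05 from camera, adjusted p = 0.22 with an estimated correlation), and markers of mesothelium, which covers the diaphragm, 6 of 6 (median log2 difference -2.77, adjusted p = 2.5e-05 from camera, adjusted p = 0.024 with an estimated correlation). The log2 difference was -7.52 for Sln, -5.27 for Slpi, -4.77 for Cxcl13, 2.94 for Gosr1, 2.76 for Cib2 and 2.59 for Atp1b2, each called in every alternative. Their sizes are not exact, since the lower muscle had mean signals below the median of its arrays, 64.9 for Sln, 52.4 for Slpi and 34.4 for Cxcl13 in the sternohyoid, and 58.3 for Gosr1, 100.3 for Cib2 and 160.5 for Atp1b2 in the diaphragm. Nor is the size of the mesothelium median exact, since none of its markers passed the signal limit in the sternohyoid.

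Other gene lists gave the following values. Genes of glutathione and antioxidant enzymes were higher in the sternohyoid, with Gstm5 rising among 32 and 4 higher when adjusted over the list alone (median log2 fold change 0.15, adjusted p = 0.0033 from camera, adjusted p = 0.17 with an estimated correlation), which was lost without the study's genes (adjusted p = 0.075), and did not pass in the diaphragm (adjusted p = 0.45). Genes of muscle regeneration and denervation were higher in the sternohyoid with Mybph and Chrnd (median log2 fold change 0.14, adjusted p = 0.0045 from camera, adjusted p = 0.17 with an estimated correlation), lost without the study's genes (adjusted p = 0.64). For this list 46 of 100 splits gave a median as far from 0. Genes of muscle atrophy and autophagy did not pass in either muscle (adjusted p = 0.41 and 0.075 from camera), nor did circadian clock genes (0.16 and 0.64), with a sternohyoid median of 0.12 against a mean of -0.05 and a test downward. Endothelial markers did not pass in the sternohyoid (adjusted p = 0.89), where the mean of 0.02 differs in sign from the median, nor did interferon response genes in the diaphragm (adjusted p = 0.13), fibroblast markers (0.11 and 0.89), smooth muscle markers (0.88 and 0.51), mesothelium markers in the diaphragm (0.19) or cell proliferation genes in the sternohyoid (0.82). Too few members to test were measured for cell proliferation in the diaphragm (4), blood cells (2 in each muscle), liver (2 and 0), nerve and Schwann cells (3 in each), salivary gland (1 in each) and mesothelium in the sternohyoid (0), and none of these members was called by limma, while no member of the lymphocyte or thyroid gland markers passed the filter.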
